# Age-associated NF-κB signaling in myofibers alters the satellite cell niche and re-strains muscle stem cell function

**DOI:** 10.18632/aging.101098

**Published:** 2016-11-14

**Authors:** Juhyun Oh, Indranil Sinha, Kah Yong Tan, Bernard Rosner, Jonathan M. Dreyfuss, Ornela Gjata, Peter Tran, Steven E. Shoelson, Amy J. Wagers

**Keywords:** satellite cell, skeletal muscle, aging, regeneration

## Abstract

Skeletal muscle is a highly regenerative tissue, but muscle repair potential is increasingly compromised with advancing age. In this study, we demonstrate that increased NF-κB activity in aged muscle fibers contributes to diminished myogenic potential of their associated satellite cells. We further examine the impact of genetic modulation of NF-κB signaling in muscle satellite cells or myofibers on recovery after damage. These studies reveal that NF-κB activity in differentiated myofibers is sufficient to drive dysfunction of muscle regenerative cells via cell-non-autonomous mechanisms. Inhibition of NF-κB, or its downstream target Phospholipase A2, in myofibers rescued muscle regenerative potential in aged muscle. Moreover, systemic administration of sodium salicylate, an FDA-approved NF-κB inhibitor, decreased inflammatory gene expression and improved repair in aged muscle. Together, these studies identify a unique NF-κB regulated, non-cell autonomous mechanism by which stem cell function is linked to lipid signaling and homeostasis, and provide important new targets to stimulate muscle repair in aged individuals.

## INTRODUCTION

It has long been known that muscle repair potential is increasingly compromised with age [1,2], and that this age-related defect is associated with reduced activity of muscle satellite cells [1,2,3,4] and with the presence of chronic, low grade inflammation in muscle [5]. Working from the hypothesis that a heightened inflammatory tone in aged muscle could contribute to poor regenerative capacity, we developed genetic systems to alter in-flammatory gene expression in satellite cells or muscle fibers by modulating the activity of nuclear factor κB (NF-κB), a master transcriptional regulator of inflammation whose activity is upregulated in many cell types and tissues with age [6,7].

The NF-κB transcription factor plays a central role in multiple systemic and cellular processes [8]. Activation of NF-κB via the classical, or canonical, pathway is triggered by pro-inflammatory signals and involves its release from an inhibitory interaction with cytoplasmic inhibitor of kappa B (IκB) [9]. This release is initiated by a phosphorylation and degradation cascade that activates the IκB kinase β (IKKβ), which in turn phosphorylates IκB and stimulates its ubiquitination and degradation [9]. In the absence of IκB, NF-κB trans-locates to the nucleus where it regulates expression of genes involved in proliferation, differentiation, migration and regulation of the immune and inflammatory systems [10]. NF-κB activation via the alternative pathway similarly requires degradation of IκB, but occurs independent of IKKβ activity.

In skeletal muscle, NF-κB activation has been associated with a variety of degenerative and malignant muscle disorders, including muscular dystrophy, cachexia and rhabdomyosarcoma [10]. Canonical NF-κB signaling is activated in proliferating myoblasts and appears to repress myoblast differentiation, in part by inhibiting expression of the myogenic transcription factor *MyoD* [11,12]. In contrast, the alternative pathway is activated during myoblast fusion to form multinucleated myotubes, where it may regulate mitochondrial biogenesis [13]. Tonic activation of canonical NF-κB signaling in muscle fibers drives progressive muscle atrophy, in part by upregulation of the E3 ubiquitin ligases MURF and MAFbx [14,15]. Conversely, inhibition of NF-κB activity in a variety of cell types, including macrophages and myofibers, can reduce inflammation and fibrosis and accelerate repair after muscle injury [16,17].

Here, we investigate the particular role of canonical NF-κB signaling in the loss of muscle regenerative potential that typically occurs during normal aging. These studies reveal that selective activation of NF-κB activity in muscle fibers drives dysfunction of regenerative muscle satellite cells and that life-long inhibition of NF-κB activity in myofibers preserves muscle repair potential with aging via cell-non-autonomous effects on satellite cell function. Further analysis of differential gene expression in muscles with varying NF-κB activity identified a secreted phospholipase (PLA2G5) as a myofiber-expressed, NF-κB-regulated gene that governs muscle regenerative capacity with age. These data suggest a model in which NF-κB activation in muscle fibers increases PLA2G5 expression and drives the impairment in regenerative function characteristic of aged muscle. Importantly, inhibition of NF-κB function reverses this impairment, suggesting that FDA-approved drugs like salsalate, which diminish NF-κB activity, may provide new therapeutic avenues for elderly patients with reduced capacity to recover effectively from muscle injury.

## RESULTS

### Increased NF-κB activity in myofibers and myotubes, but not in satellite cells alone, impairs satellite cell function

Age-associated deficiencies in muscle repair slow recovery of muscle function and promote replacement of damaged myofibers with fat and fibrous tissue rather than newly formed muscle [2,3]. Based in part on studies in mice and humans suggesting that a pro-inflammatory microenvironment impairs physiological function [14,18,19] and limits repair potential in aged muscle [20], we hypothesized that alterations in canonical NF-κB signaling may underwrite some of the functional changes induced in muscle during aging. Consistent with this hypothesis, muscle satellite cells isolated by fluorescence activated cell sorting (FACS, Fig. S1) from aged (24 months old) mice showed substantially increased expression of many genes that are either direct targets or activators of the NF-κB pathway, including *interleukin 6 (Il-6)*, *Il-33*, *chemokine-chemokine ligand 2* (*Ccl-2*), and *cyclo-oxygenase 2 (Cox-2)*, when compared to young (2-3 months old) mice (Fig. S2A). Similar to previous reports [3,4,21,22,23], satellite cells were reduced in frequency in aged muscle (Fig. S1, S2B) and exhibited substantially impaired myogenic activity when compared to similarly isolated young cells (Fig. S2C). These data thus correlate up-regulation of NF-κB activity in muscle satellite cells with decreased myogenic potential, suggesting that deregulated NF-κB activation may inhibit satellite cell regenerative functions in aged muscle. However, upregulation of NF-κB signaling is not unique to aged satellite cells. Prior studies have reported heightened NF-κB activity in sarcopenic muscle [6,19,24], and electrophoretic mobility shift assays (EMSA) confirmed increased DNA binding activity of NF-κB in muscle fibers from aged mice (Fig. S2D,E). Therefore, to determine if greater NF-κB activity in aged satellite cells themselves might directly impair their regenerative function, we generated a bi-allelic Cre-lox transgenic mouse in which NF-κB can be activated specifically in muscle satellite cells following administration of tamoxifen. This system is similar to that used previously by Guttridge and colleagues to evaluate NF-κB activities in satellite cells during muscle wasting in young, tumor-bearing cachectic mice and during muscle growth in neonatal animals [5].

Mice carrying the satellite cell-specific tamoxifen-inducible Pax7-CreER transgene [25] were crossed with mice carrying a Cre-inducible bicistronic IKKβca-IRES-eGFP sequence (encoding a constitutively active (ca) form of IKKβ and eGFP) with upstream loxP-flanked STOP cassette driven by the Rosa26 promoter [26] (Fig. 1A). Tamoxifen injection in these bi-allelic “SC-IKK” mice (named for ‘satellite cell’ specific IKKβ production) induced IKKβca-IRES-eGFP expression in the majority of satellite cells, as assessed by GFP expression (Fig. S3). Consequent expression in these cells of constitutively active IKKβca, which ensures continuous degradation of IκB and release of NF-κB from its inhibitory complex [26], potently induced the expression in satellite cells of multiple NF-κB regulated inflammatory genes (Fig. 1B). Importantly, this induction could be rescued by systemic treatment with the NF-κB inhibitor sodium salicylate [27], confirming involvement of NF-κB activation in this perturbation of the satellite cell transcriptome (Fig. 1B).

**Figure 1:**
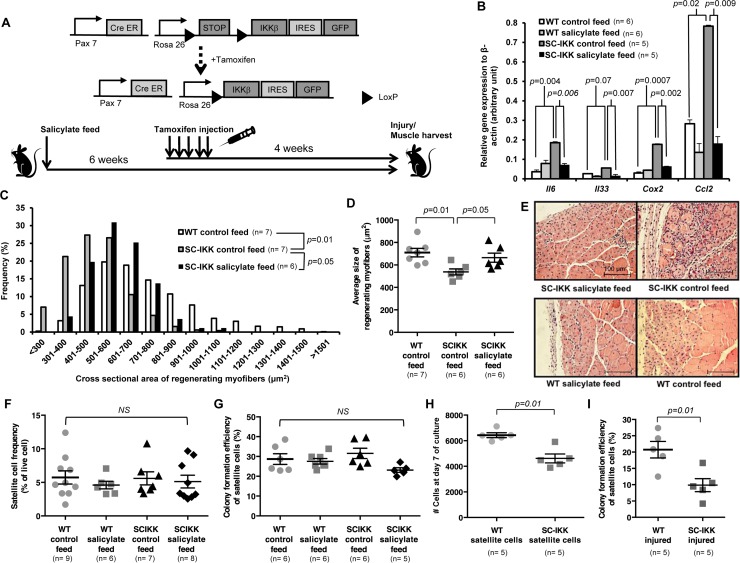
Satellite cell-specific increase of NF-κB activity impairs regenerative function in vivo, but does not affect satellite cell function in vitro (**A**) Biallelic SC-IKK mice contain a satellite cell specific Pax7-CreER allele and a Cre-inducible loxP-flanked STOP sequence with downstream bicistronic IKKβca-IRES-eGFP allele under control of the Rosa26 promoter. Exposure of SC-IKK mice to tamoxifen for 5 consecutive days induces Cre activity in satellite cells and causes satellite cell-specific expression of constitutively active IKKβ, leading to a satellite cell-specific increase in NF-κB activity. All mice received sodium salicylate feed or control feed starting at 2 months of age. Two weeks later, mice were injected with vehicle (corn oil) or tamoxifen, and underwent cryoinjury after an additional 4 weeks. (**B**) Quantification of mRNA levels of NF-κB target gene expression by qRT-PCR in satellite cells isolated from young WT mice receiving control (n=6 mice) or sodium salicylate feed (n=6 mice), or SC-IKK mice receiving control (n=5 mice) or sodium salicylate feed (n=5 mice). P-values calculated by one-way ANOVA. (**C**, **D**) Quantification of regenerating (centrally-nucleated) myofiber size in TA muscles 7 days after cryoinjury for WT mice receiving control feed (n=7 mice) or SC-IKK mice receiving control (n=7 mice) or sodium salicylate feed (n=6 mice). Mice with sodium salicylate treatment continued receiving salicylate feed during recovery after injury. Data presented as histograms of fiber size (binned by 100 μm2 increments, C or as average fiber cross-sectional area (mean ± s.e.m., D). P-values determined by Kruskal-Wallis test with step-down Bonferroni method for (**C**) and (**D**). (**E**) Representative H&E staining of TA muscle sections at 7 days after cryoinjury from tamoxifen-treated SC-IKK and age-matched WT, with or without salicylate feed. Scale bars, 100 μm. (**F**) Flow cytometric analysis of satellite cell frequency in uninjured WT or SC-IKK mice receiving control or salicylate feed (n=6-9 mice per group). (**G**) Frequency of sorted satellite cells from uninjured WT or SC-IKK mice giving rise to myogenic colonies in clonal cell culture (n=5 or 6 mice per group). P-values were calculated by one-way ANOVA and are non-significant for all comparisons in (**F**) and (**G**). (**H**) Number of cells at day 8 of culture started with 1000 satellite cells isolated from tamoxifen-treated SC-IKK or WT mice (n=5 mice per group, 3 technical replicates per mouse). (**I**) Myogenic colony forming efficiency of satellite cells isolated from muscles of tamoxifen-treated SC-IKK or WT mice 5 days after cardiotoxin injury (n=5 mice per group). P-values calculated by Student's t test. Data represent mean ± s.e.m., if not noted otherwise.

To assay the impact of constitutive NF-κB activation in satellite cells on muscle regeneration, we challenged tamoxifen-treated SC-IKK mice by cryoinjury, which induces necrotic cell death of a select region of muscle (typically ~20% in our studies), and activates satellite cells in the surrounding tissue to nucleate repair [3,4,28]. Analysis of regenerating myofibers in previously cryodamaged muscles revealed a clear deficit in repair in tamoxifen-treated SC-IKK mice, evidenced by reduced cross-sectional area of newly formed fibers (marked by central nuclei, Fig. 1C-E) at day 7 after injury. This regenerative defect was largely ameliorated by administration of sodium salicylate prior to injury and during muscle repair (Fig. 1C-E), conforming involvement of heightened NF-κB activity in the observed phenotype. Surprisingly, satellite cells isolated from SC-IKK mice prior to injury showed no differences in frequency (Fig. 1F) or in their intrinsic ability to initiate and expand myogenic colonies in single-cell culture (Fig. 1G, Fig. S4, colony number and size scored at day 5 after single cell seeding). However, when satellite cells were seeded at greater numbers (1000 cells per well) and allowed to differentiate for 7-8 days, so that they formed multinucleated myotubes, we found that cultures from uninjured SC-IKK mice contained fewer nuclei as compared to cultures from wildtype (WT) controls (Fig. 1H, Fig. S5). These data suggested that the presence of multinucleated derivatives of SC-IKK satellite cells may have a negative impact on the proliferation or survival of these cells, consistent with potential paracrine signaling among SC-IKK muscle cells. In further support of this notion, the myogenic activity of SC-IKK satellite cells was markedly reduced when these cells were isolated from injured muscle (Fig. 1I). Thus, based on these data, we contemplated the possibility that incorporation of nuclei from NF-κB activated SC-IKK satellite cells into regenerated muscle fibers *in vivo*, or myotubes *in vitro*, creates an NF-κB-activated niche that negatively impacts the further myogenic function of resident muscle satellite cells. In such a model, activation of NF-κB signaling in aged muscle fibers, rather than aged satellite cells, would represent the primary cause of deficient muscle regeneration in older animals.

### Muscle fiber-specific blockade of NF-κB activity improves satellite cell function in aging mice

One possible strategy to test the hypothesis that activation of NF-κB in muscle fibers rather than in satellite cells is a critical driver of age-associated defects in muscle regenerative potential would be to use a muscle-specific Cre driver to activate the same IKKβca allele in muscle fibers. In fact, such animals have been generated using the muscle fiber-specific muscle creatine kinase- (MCK-) Cre allele [14] ; however, analysis of skeletal muscle in these “MIKK” animals (for muscle fiber specific IKKβ production) revealed a profound muscle wasting phenotype, which would likely confound any evaluation of satellite cell number or function in these animals. Therefore, to evaluate the importance of muscle fiber-specific activation of NF-κB signaling in muscle aging, we took a converse approach, examining satellite cell and muscle regenerative function in aged “MISR” mice, which harbor a transgene that dominantly blocks NF-κB signaling in skeletal muscle fibers (but not satellite cells) via constitutive expression of the IκB super-repressor (ISR) under the MCK promoter (Fig. S6A). MISR mice exhibit nearly complete inhibition of NF-κB activity in mature myofibers in young [14] and aged (24 month) animals (Fig. S6B,C). Life-long inhibition of NF-κB in MISR mice protected these animals from age-related loss of muscle regenerative potential, as indicated by an increased caliber of regenerating fibers following cryoinjury in aged MISR mice as compared to age-matched wild-type controls (Fig. 2A-C). Improved regeneration in aged MISR mice was accompanied by an improvement in satellite cell myogenic activity (Fig. 2D), although age-related reductions in satellite cell frequency were unaffected (Fig. 2E). No differences were noted in muscle repair or in satellite cell activity or frequency in young MISR mice, compared to littermate controls (Fig. S7). Thus, modulating NF-κB regulated gene expression in mature muscle fibers produces a cell-non-autonomous impact on resident satellite cells, consistent with a local “niche” effect of aging on satellite cell function.

**Figure 2:**
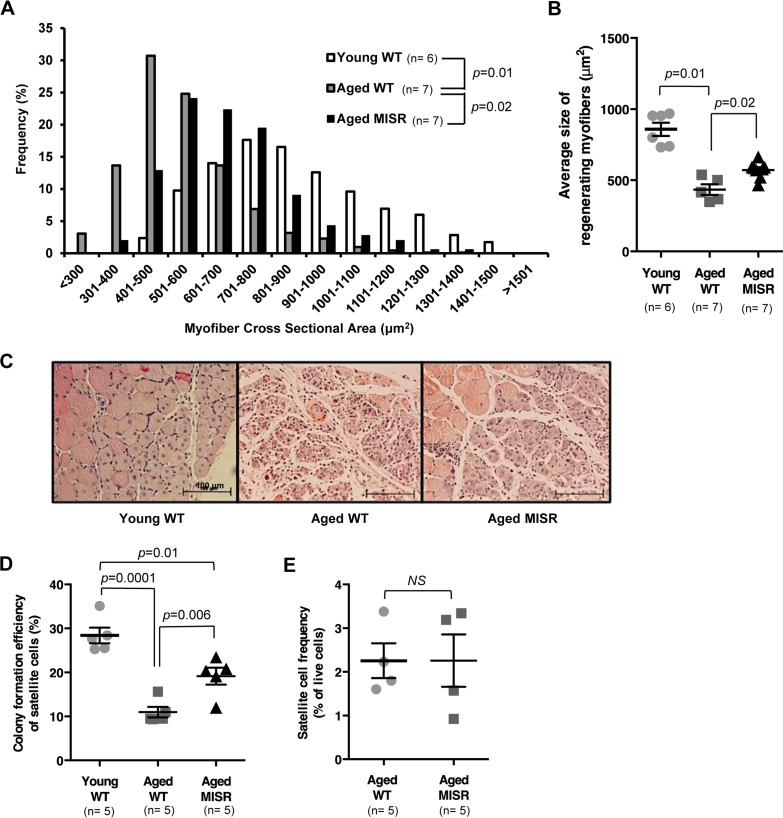
Muscle fiber-specific transgenic inhibition of NF-κB activity improves satellite cell function in an aging model (**A**, **B**) Distribution and average of cross-sectional area of regenerating (centrally nucleated) fibers in injured TA muscle of young (n=6 mice) or aged WT (n=7 mice), or aged MISR mice (n=7 mice) at 7 days after cryoinjury. Data represented as histograms of fiber size (**A**) or as mean ± s.e.m. (**B**). P-values calculated by Kruskal-Wallis test with Step-down Bonferroni method. (**C**) Representative H&E staining of muscle sections taken 7 days after cryoinjury in young WT, aged WT or aged MISR mice. Scale bars, 100 μm. (**D**) Myogenic colony forming efficiency of satellite cells from young (n=5 mice) or aged (n=5 mice) WT or aged MISR (n=5 mice) mice. Data presented as mean ± s.e.m. P-values calculated by one-way ANOVA. (**E**) Frequency of satellite cells (percent of live cells by flow cytometry) in uninjured muscle of aged MISR (n=5 mice) or aged WT mice (n=5 mice). MISR mice were allowed to age alongside age-matched wild-type controls for these studies. Data presented as mean ± s.e.m. P-values calculated by Student's t test. For all studies, young mice were 2-3 months old, and aged mice were 24 months old.

### Decreased pla2g5 expression in myofibers improves muscle regeneration in aged mice

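The deposited data for this study hold 7 gene arrays (Affymetrix GeneChip Mouse Gene ST) of RNA from whole skeletal muscle. There were 3 arrays of young WT mice aged 2 to 3 months, 2 arrays of aged WT mice aged 24 months and 2 arrays of aged MISR mice aged 24 months, whose myofibers express an inhibitor of NF-κB from a transgene. Each array is a biological replicate, and they are named here by the group and the replicate number in the labels (young WT 1 to 3, aged WT 2 and 3, aged MISR 1 and 2). The muscle taken and the sex of the mice are not given in the sources used here. The authors normalized the arrays together by the robust multi-array average (RMA), and the deposited values are on the log2 scale. Array medians over 41345 features lay between 5.86 and 5.93. Genes with 1 symbol and a signal at or above the array median in at least 2 arrays were kept, which left 13364 genes. Group means of these genes were compared with limma in 1 fit over the 7 arrays, with 4 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05.
The main axis of the data separated young from aged muscle and also set the 2 aged MISR arrays apart. The first principal component of the 13364 genes held 36.9% of the variance and separated the 3 young WT arrays from the 4 aged arrays. The young WT arrays stood at −14.0 to −9.14 on it, aged WT replicates 2 and 3 at 7.77 and 3.83, and aged MISR replicates 1 and 2 at 20.7 and 1.36. The second component held 24.7% and separated aged WT from aged MISR muscle. The young WT arrays were close to one another, with a standard deviation of the gene-wise difference between 2 arrays of 0.128 to 0.151. It was 0.209 between the 2 aged WT arrays and 0.279 between the 2 aged MISR arrays. From the young WT arrays it was 0.221 to 0.252 to aged MISR replicate 2 and 0.282 to 0.315 to aged MISR replicate 1. To aged WT replicates 3 and 2 it was 0.212 to 0.229 and 0.251 to 0.268. Aged MISR replicate 2 was thus nearer to the young WT arrays than to aged MISR replicate 1. Nfkbia, which encodes IκBα, read 9.01, 8.98 and 8.94 (log2) in young WT, 8.55 and 7.97 in aged WT and 8.17 and 8.94 in aged MISR muscle. Whether its probes detect the transgene is not given in the sources used here, so this reading does not test the labels. WT mice came from commercial colonies and MISR mice were bred in house. The paper states that MISR mice aged alongside age-matched WT controls, and whether the aged WT mice on the arrays were littermates of the MISR mice is not given in the sources used here. A difference in source is therefore not excluded in the comparisons with aged MISR muscle, where it could not be told apart from genotype. Substrain and time of harvest are not given either. A difference in one of these between young and aged mice would enter every comparison with young WT muscle. The precision is limited by the number of arrays.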

To identify factors that may mediate the NF-κB-regulated influence of the aged niche on muscle satellite cells, we performed a gene array study of whole skeletal muscle collected from young WT, aged WT, or aged MISR mice. 

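In aged WT muscle, 13 genes were higher and 11 were lower than in young WT muscle. Ankrd1, a stress-responsive protein of the sarcomere, rose 2.46-fold (log2 difference 1.3, standard error 0.13, adjusted p = 0.0348 from limma). The homeobox gene Hoxc6 rose by 1.17 (log2), as did Armh4, and the core clock gene Arntl (Bmal1) rose by 0.78. Gm7160, Hook1, Tdrkh, Bex1, Tppp2 and Rnf128 rose by 0.71 to 0.94. Terc, the RNA template of telomerase, fell by 1.20 (standard error 0.12, adjusted p = 0.0348), Gadd45g, a gene induced by stress and DNA damage, by 1.16, and the MAP kinase phosphatase Dusp10 by 1.09. Mettl21c, a muscle methyltransferase, fell by 1.13, and E230001N04Rik, Nt5dc2, 1700030N03Rik, Prima1, Cd59a and Ramp1 fell by 0.67 to 0.95. The 2 aged WT arrays lay above the 3 young WT arrays in 2939 and below them in 2101 of the 13364 genes, where chance gives 20% for the 2 directions together. They lay beyond them in each of the 24 genes, as a gene that passes the test is apt to show. Simulated data with no group difference gave a mean of 0.17 calls and at most 4. The simulated genes varied independently and with the same spread in every group, unlike those on the arrays. The simulated counts here and below therefore set no upper limit on chance.

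**Figure D1:**
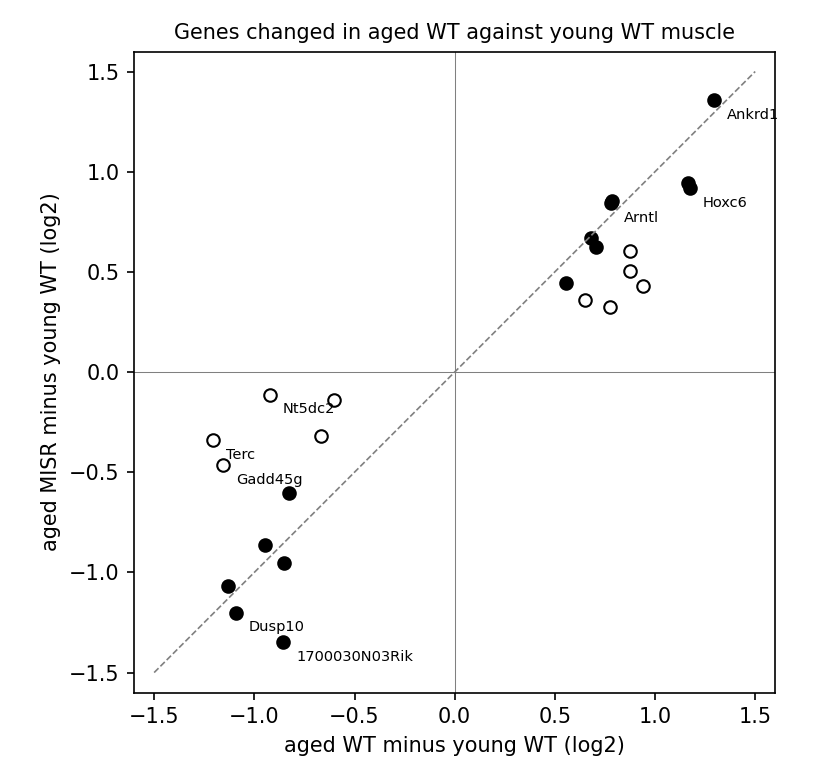
Log2 differences of the 24 genes that changed in aged WT against young WT muscle (horizontal axis) and of the same genes in aged MISR against young WT muscle (vertical axis). Filled points are the 14 genes that passed the test in both, open points the other 10, and the dashed line marks equal differences; all 24 points lie on the same side of 0 in both.

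Much of this shift was also seen in aged MISR muscle. Of the 24 genes, 14 passed the test in aged MISR against young WT muscle, 8 higher and 6 lower, and independent lists of these sizes would share 0.059 and 0.015 genes. All 24 had the same sign, with a median of 78.9% of the aged WT shift, from 12.3% (Nt5dc2) to 158% (1700030N03Rik). In simulated data with no group difference, the 24 genes with the smallest p had a median share of 39.4% on average (13.4% to 62.1%) and the same sign in 15 to 24 of 24, from the shared young WT arrays alone. None passed the test in the opposite direction in aged MISR against aged WT muscle. The 7 genes with under 50% of the shift were Ramp1, Gm7160, Tppp2, Gadd45g, Terc, Ccnd3 and Nt5dc2, with Ccnd3 named after its values were seen. Both differences use the same 3 young WT arrays, which raises such sharing. Simulated data with these shared arrays gave at most 1 gene in both. They called a mean of only 0.17 genes in aged WT and 0.11 in aged MISR against young WT muscle. They therefore cannot show how much of the overlap comes from the shared arrays. A difference in substrain or time of harvest between young and aged mice would also be shared by both aged groups, and was not tested. The 24 calls were lost without any 1 of the young WT arrays and without aged WT replicate 2, and without aged WT replicate 3 the 5 genes called were others. No gene passed without the signal filter, 57 to 118 passed with a stricter filter, another variance prior or array weights, and 162 when 1 of the aged MISR arrays was left out. Where 1 of the 2 aged WT arrays is left out, the other is assumed to vary like the other groups.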

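In aged MISR muscle, 3 antibody genes, 2 MHC class II genes, Angptl4 and Gatm were higher than in aged WT muscle. Jchain, the joining chain of secreted antibodies, rose 10.7-fold (log2 difference 3.42, standard error 0.33, adjusted p = 0.0349 from limma), and the antibody variable segments Igkv4-59 and Ighv1-53 rose by 2.86 and 2.84 (log2). Jchain and Igkv4-59 were below the array median in both aged WT arrays, so their differences, the fold change of Jchain included, may be lower bounds. The MHC class II genes H2-Ab1 and H2-Aa rose by 1.38 and 1.36. Angptl4, an inhibitor of lipoprotein lipase, rose by 0.93 and Gatm, an enzyme of creatine synthesis, by 0.76. Angptl4 was also below the array median in both aged WT arrays, so its difference may be a lower bound too. These 7 genes were the only ones at an adjusted p under 0.05, and none was lower. In a fit of only the 2 groups compared 0 genes passed, with array weights 2, and with the replicate number as a block 0. The 7 calls thus rest in part on the spread of the young WT arrays, which lay closer together. In each of the 7 both aged MISR arrays lay above both aged WT arrays, as a gene that passes the test is apt to show. Over the 13364 genes this was so in 2719, and both lay below in 2062, where chance gives 33.3% for the 2 directions together. No gene passed without any 1 of the young WT arrays or without aged WT replicate 2, and without aged WT replicate 3 the 3 genes called were others. With an aged MISR array left out 84 genes passed without replicate 1 and 113 without replicate 2, the 7 among them, but the group is then a single array that is assumed to vary like the other groups, as is aged WT where 1 of its arrays is left out.
Against young WT muscle, 61 genes were higher and 18 lower in aged MISR muscle. Jchain, Igkv4-59, Ighv1-53, H2-Aa and H2-Ab1 were higher by 3.18, 2.98, 2.46, 1.20 and 1.14 (log2). Jchain was 5.65, 5.79 and 6.06 in young WT replicates 1 to 3, against array medians of 5.92, 5.89 and 5.93. Its difference starts near background and may be a lower bound. The same holds for Igkv4-59, which was below the array median in every young WT array. Ankrd1 rose by 1.36, Ms4a7, a membrane protein of macrophages, by 1.35, the clock factor Npas2 by 1.23, Cyp4f39 by 1.12 and the T-box factor Tbx1 by 1.05. The largest falls were 1700030N03Rik (−1.35), Dusp10 (−1.20), Mettl21c (−1.07), Prima1 (−0.95) and the olfactory receptor gene Olfr484 (−0.94), followed by Rln3, Cep85l, E230001N04Rik, Hoxd8 and Adamts8 (−0.93 to −0.70). The adjusted p-values of these 20 genes lay between 0.00745 and 0.0446. With the arrays quantile-normalized again 34 genes passed, with arrays centred on their medians 42 and without the signal filter 21. Without 1 young WT array 0 to 2 genes passed, without either aged WT array 13, without aged MISR replicate 1 36 and without replicate 2 466, the last 2 with aged MISR as a single array.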

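Genes of connective tissue and of slow fibers were lower in aged WT than in young WT muscle. Of 31 genes of extracellular matrix and fibrosis, 27 were lower (median log2 difference −0.36, adjusted p = 2.1e-07 from camera, which compares a list with the other genes), with Postn (periostin) at −0.84 and Col3a1 at −0.75. In the markers of fibro-adipogenic progenitors, the connective tissue cells of muscle, 11 of 12 were lower (median −0.43, adjusted p = 1.1e-05), with Thy1 at −0.81. All 13 slow fiber genes were lower (median −0.64, adjusted p = 9.9e-07), with Csrp3 at −1.40 and slow myosin Myh7 at −1.0. In the muscle atrophy genes, 22 of 25 were higher (median 0.17, adjusted p = 0.00533), with Cdkn1a at 0.92, Trim63 (MURF) at 0.49 and Fbxo32 (MAFbx) at 0.19. With a correlation between genes estimated from the data in place of the preset 0.01, the adjusted p of these 4 lists was 0.427 to 0.446. The call of the atrophy genes was lost without aged WT replicate 2 (median 0.091). The 2 aged WT arrays were unequal: relative to each gene's mean over the 7 arrays, the medians in replicates 2 and 3 were −0.43 and −0.14 for matrix genes, −0.46 and −0.15 for progenitor markers and −0.10 and −0.54 for slow fiber genes. These 3 calls were kept when either array was left out, with medians of −0.21 for matrix genes and −0.20 for progenitor markers against young WT muscle without replicate 2. Tendon markers were −0.58 in aged WT replicate 2 and 0.19 in replicate 3, against 0.19 to 0.25 in young WT muscle, and did not pass (median difference −0.35, adjusted p = 0.0816). No member of these lists passed the test on its own over all genes. Adjusted over the list alone, 11 matrix genes were lower and 3 higher, 4 progenitor markers and 2 slow fiber genes were lower, and no atrophy gene passed.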

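In aged MISR against aged WT muscle, immune and connective tissue genes were higher. All 18 markers of macrophages and monocytes were higher (median 0.63, adjusted p = 3.2e-11 from camera), with Ctss at 1.00, Adgre1 at 0.99 and Mrc1 at 0.92. The matrix genes were higher in 28 of 31 (median 0.43, adjusted p = 2.3e-10), and the progenitor markers in 12 of 12 (median 0.44, adjusted p = 1.0e-06), with Pdgfra at 0.68. MHC class II genes were higher in 5 of 6 (median 0.91, adjusted p = 1.6e-08), interferon response genes in 16 of 16 (median 0.31, adjusted p = 8.5e-07), and immediate-early and heat shock genes in 21 of 24 (median 0.38, adjusted p = 9.6e-09), with Nr4a3 at 1.37. With an estimated correlation the adjusted p of these 6 lists was 0.179 to 0.337. Adjusted over the list alone, 12 macrophage, 9 matrix, 4 progenitor, 5 MHC class II, 7 interferon and 12 immediate-early genes were higher and none was lower. Over all genes these counts were 0, except for the 2 MHC class II genes H2-Aa and H2-Ab1. All 6 calls were kept without any 1 array, but the median of matrix genes was 0.25 without aged WT replicate 2, those of macrophage and interferon genes were 0.38 and 0.20 without aged WT replicate 3, and that of progenitor markers was 0.23 without aged MISR replicate 2. Relative to each gene's mean over the 7 arrays, progenitor markers had a median of −0.08 in aged MISR replicate 1, below the 3 young WT arrays, and of 0.32 in replicate 2. The lists share some members, such as Ctss in the macrophage and MHC class II lists.

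**Figure D2:**
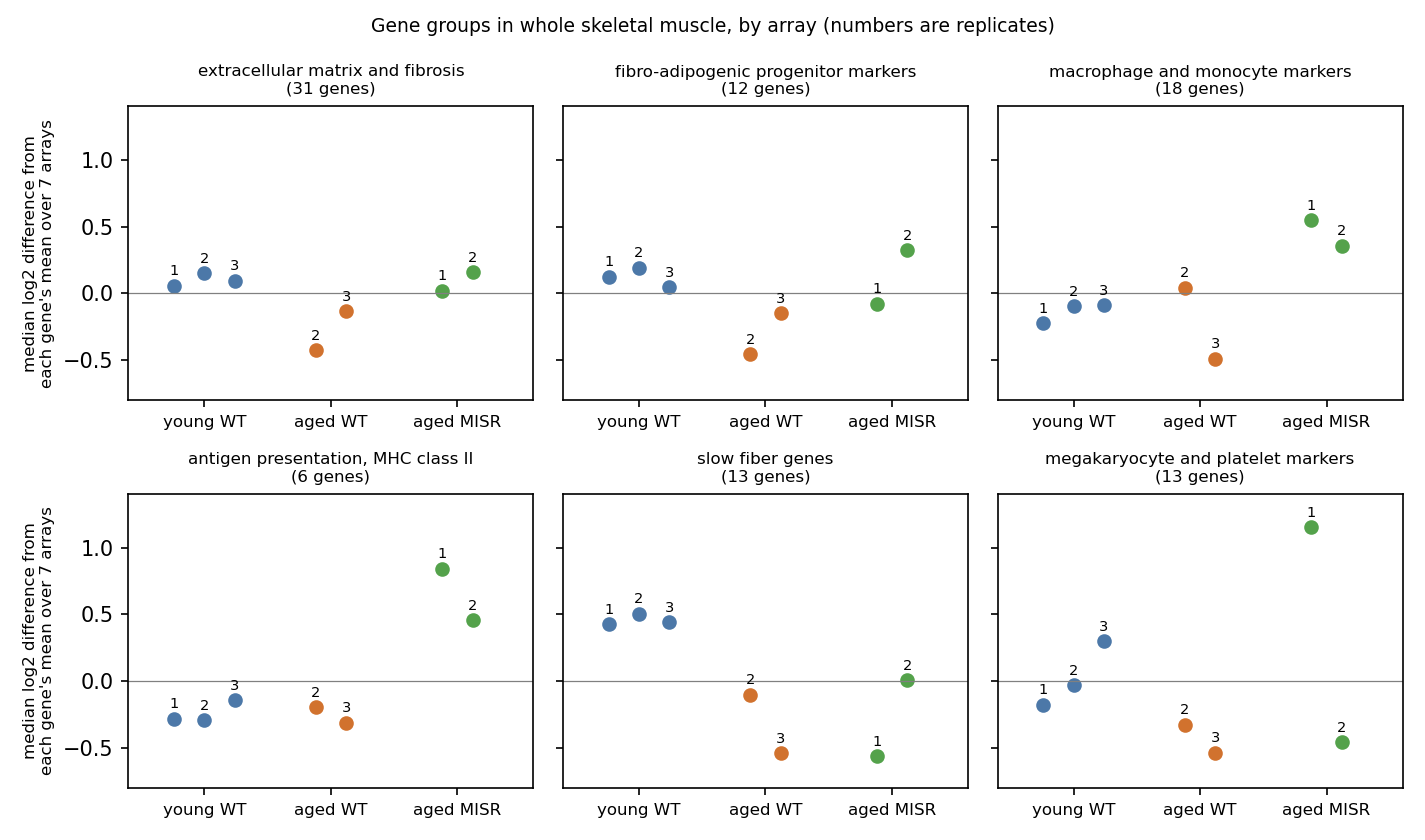
Median log2 difference of the members of 6 gene groups from each gene's mean over the 7 arrays (vertical axis), with 1 point per array in young WT, aged WT and aged MISR muscle. The 2 aged MISR arrays lie above the other 5 in macrophage and MHC class II genes, and aged MISR replicate 1 lies above the other 6 in megakaryocyte and platelet markers.

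Markers of other tissues moved with aged MISR replicate 1. In this array all 13 megakaryocyte and platelet markers, a list written after the values were seen, were above every other array, by a median of 0.871 (log2). Its Col1a1, also a gene of bone, read 11.22 against at most 9.96 elsewhere, and Col1a1 was 1.20 higher in aged MISR than in aged WT muscle, 0.20 higher without this array and 0.09 lower without this array and aged WT replicate 2. Tnc was 0.87 higher and, without this array, 0.11 lower. Neither gene passed the test. Neutrophil markers were a median of 1.85 higher in aged MISR replicate 1 than in replicate 2. Adipocyte markers moved with aged MISR replicate 2, with a median of 0.58 relative to each gene's mean against at most −0.005 in the other arrays, and 8 of 10 were above every other array, Cidec at 8.51 against at most 7.38, a gene named after its values were seen. The aged WT arrays also differed in macrophage markers, with medians of 0.04 in replicate 2 and −0.49 in replicate 3 relative to each gene's mean over the 7 arrays.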

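Gene groups of the NF-κB pathway did not pass the test. The 35 targets of NF-κB and inflammatory genes had a median log2 difference of 0.01 in aged WT against young WT muscle (adjusted p = 0.975 from camera) and of 0.08 in aged MISR against aged WT muscle (adjusted p = 0.285). The 23 pathway components had medians of 0.03 (adjusted p = 0.313) and 0.07 (adjusted p = 0.227). In aged MISR against young WT muscle the medians were 0.16 for the targets (adjusted p = 0.233) and 0.14 for the components (17 of 23 higher, adjusted p = 0.0575). There 1 component, Myd88, passed limma's test over all genes (0.41 higher, adjusted p = 0.0446), and 3 components and 0 targets were higher when adjusted over the list alone; Myd88 was named after its values were seen. In the first 2 comparisons no member passed over all genes, and adjusted over the list alone 1 target and 2 components were higher in aged WT than in young WT muscle and none in aged MISR against aged WT muscle. Rel, an NF-κB subunit, was 0.57 higher in aged WT than in young WT muscle (adjusted p = 0.0557) and Nfkb2 0.78 higher (adjusted p = 0.136). The chemokines Cxcl9 and Ccl5 were 1.33 and 1.13 higher in aged MISR than in aged WT muscle (adjusted p = 0.186 and 0.150). Of the genes named in the paper, Nfkbia was 0.72 lower in aged WT than in young WT muscle (adjusted p = 0.224 from limma). Il33 was 0.26 lower, Pax7 0.15 lower, Myod1 0.29 higher and Ccl2 0.17 higher, and none passed the test. Differences in Tnf, Ikbkb, Ckm and Actb were between −0.02 and 0.07. Il6 and Ptgs2 (Cox-2) were under the signal filter. The paper reports higher Il6, Il33, Ccl2 and Ptgs2 RNA in sorted satellite cells of aged mice. It measures NF-κB activity in muscle by DNA binding. RNA of whole muscle is another sample and another measure, so these values test neither result.
No gene set aged WT apart from each of the other groups at an adjusted p under 0.05. By limma, 0 genes were higher, or lower, in aged WT than in both young WT and aged MISR muscle at this threshold in each of the 2 comparisons, a count added after the data were seen. At an unadjusted p under 0.05 in each there were 486 (180 higher and 306 lower). Simulated data with no group difference, in which genes vary independently and with equal spread in every group, gave a mean of 178 (141 to 209). Aged WT was also compared with the mean of young WT and aged MISR muscle, a contrast that a gene differing from only 1 of them can also pass. In this contrast 1718 genes (12.9%) had an unadjusted p under 0.05, and 0 passed. Its smallest adjusted p from limma was 0.0849, shared by 10 genes, Terc, Nt5dc2, Gadd45g, Ccnd2, Ccnd3, Hook1, Tppp2, Gatm, Ighv1-53 and H2-Ab1, with Ccnd2 and Ccnd3 named after their values were seen. Of these, Ighv1-53 (7.37, 6.99 and 9.83 in young WT, aged WT and aged MISR muscle) and H2-Ab1 (8.85, 8.60 and 9.98) stood out in aged MISR and did not pass against young WT muscle (adjusted p = 0.354 and 0.261). At an adjusted p under 0.1 there were 11 genes in the contrast, 2 higher and 9 lower. In the same contrast, 13 of 25 lists were lower in aged WT and 1, muscle atrophy, was higher by camera, with matrix genes at a median of −0.39 (27 of 31 lower, adjusted p = 8.2e-11), progenitor markers at −0.46 (12 of 12 lower, adjusted p = 9.4e-08) and macrophage markers at −0.37 (18 of 18 lower, adjusted p = 9.4e-08). With an estimated correlation none of the 14 passed, and the smallest adjusted p was 0.211. The macrophage call was lost without aged WT replicate 3 (median −0.11) and the median was −0.64 without replicate 2, where those of matrix and progenitor genes were −0.25 and −0.26. Without aged MISR replicate 1, 159 genes passed the contrast (44 higher and 115 lower in aged WT), without aged MISR replicate 2 3 genes, and without aged WT replicate 3 2 genes, each with a single array in that group that is assumed to vary like the other groups.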

Gene expression comparisons uncovered a group of genes that were expressed similarly in young WT and aged MISR mice, but differentially expressed in aged WT mice (Table S1). Many of these genes contained predicted NF-κB binding sites within their promoter regions [29] (Table S1). Among the candidates, PLA2G5 stood out as a secreted protein with functional similarity to snake venom myotoxins that can induce inflammation in neighboring cells [30,31]. 

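Pla2g5 was above the young WT arrays in both aged WT arrays, mostly in 1 of them. Its signal (array feature 17431820, log2) was 8.01 and 7.15 in aged WT replicates 2 and 3, 6.83, 6.79 and 6.90 in young WT and 6.81 and 7.17 in aged MISR muscle. The mean was 1.67-fold higher in aged WT than in young WT muscle (log2 difference 0.74, standard error 0.23, adjusted p = 0.212 from limma). It was 0.59 lower in aged MISR than in aged WT muscle (standard error 0.26, adjusted p = 0.422) and 0.15 higher in aged MISR than in young WT muscle (standard error 0.23, adjusted p = 0.748). The 2 aged WT arrays were 0.867 apart, a gap that 68 other genes exceeded. Against the young WT mean, aged WT replicate 2 was 2.25-fold and replicate 3 1.24-fold higher, and aged WT replicate 3 lay below aged MISR replicate 2. Marker genes also differed between these 2 arrays. Neutrophil and macrophage markers, complement genes and slow fiber genes were higher in aged WT replicate 2 than in replicate 3, by medians of 0.81, 0.54, 0.43 and 0.28, and tendon markers, matrix genes and progenitor markers were lower, by 0.80, 0.29 and 0.22. Of the 13364 genes, 73 had a larger rise from young WT to aged WT muscle.

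**Figure D3:**
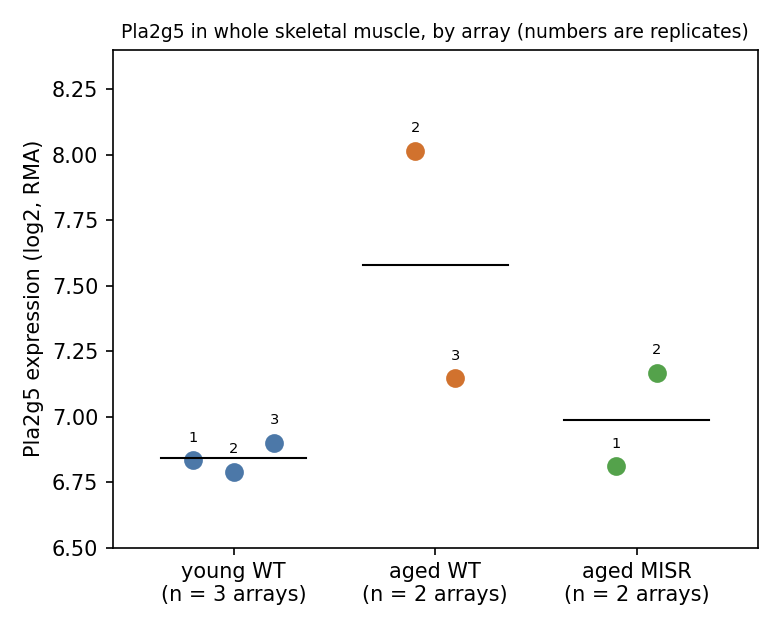
Pla2g5 signal (log2, RMA) in each array of young WT (n = 3), aged WT (n = 2) and aged MISR (n = 2) whole skeletal muscle; each point is 1 array and the horizontal lines are group means. Aged WT replicate 2 stands at 8.01, and the other 6 arrays lie between 6.79 and 7.17.

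Of 7 tested secreted phospholipases A2, Pla2g5 was higher and the other 6 were lower in aged WT than in young WT muscle, none past the threshold, and the list did not pass (median −0.03, mean 0.03, adjusted p = 0.602 from camera). Pla2g2d was 7.48 and 7.87 in aged MISR muscle, 0.69 above aged WT (adjusted p = 0.118) and 0.69 above young WT muscle (adjusted p = 0.0593). Pla2g10 was 0.26 and Pla2g2e 0.10 lower in aged WT than in young WT muscle. Pla2g1b, Pla2g2a, Pla2g2c and Pla2g2f were under the signal filter. From the genes set apart in aged WT muscle on the arrays, the paper takes Pla2g5 forward as a candidate for the NF-κB-regulated influence of the aged niche, and describes it as a secreted protein similar in function to venom myotoxins.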

Quantitative PCR analysis confirmed increased *pla2g5* expression in aged WT muscle and reduced expression in aged MISR muscle (Fig. 3A). Although present at substantially lower levels than in whole muscle tissue, *pla2g5* was also expressed in muscle satellite cells, with higher levels in aged WT and young SCIKK mice and lower levels in young WT and aged WT mice treated with salicylate (Fig. 3B). We therefore tested whether inhibition of *pla2g5* expression in muscle might be sufficient to restore muscle regeneration in aged mice.

**Figure 3:**
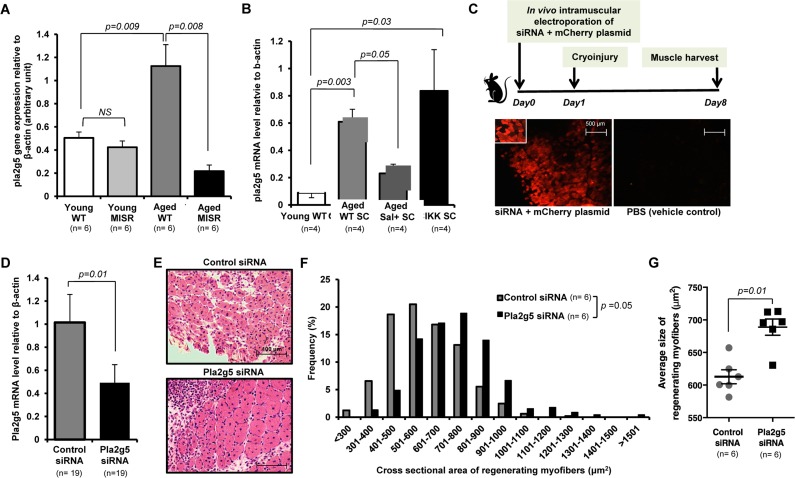
Inhibition of *pla2g5* expression improves muscle regeneration in aged mice (**A**, **B**) Expression of *pla2g5*, normalized to β-actin in (**A**) muscle tissues of young and aged WT and young and aged MISR mice (n=6 mice per experimental group), and (**B**) satellite cells isolated from young and aged WT, aged WT treated with sodium salicylate, and young SCIKK mice (n=4 mice per experimental group), determined by quantitative RT-PCR. Data presented as mean ± s.e.m.; p-values calculated by one-way ANOVA. (**C**) Experimental design. siRNA and mCherry plasmid were co-delivered to aged myofibers by *in vivo* electroporation. Muscles were damaged by cryoinjury 1 day after electroporation, and regenerating myofiber size was measured 7 days after cryoinjury. Electroporation efficiency in each sample was assessed by analysis of mCherry-expressing myofibers. Scale bars = 500 μm. (**D**) Efficiency of gene knockdown by *pla2g5* siRNA measured by qRT-PCR at muscle harvest and compared to levels of pla2g5 mRNA in muscles electroporated with control, scrambled siRNA (n=19 mice each group). Data represent mean ± s.e.m.; p-value calculated by Student's t test. (**E**) Representative H&E staining of muscle sections at day 7 after cryoinjury from aged mice receiving pla2g5 or control, scrambled siRNA. Scale bars = 100 μm. (**F**, **G**) Distribution and average of size of regenerating (centrally-nucleated) myofibers in aged mice receiving control, scrambled or pla2g5 siRNA (n=6 mice per experimental group). Contralateral TA muscles were used as controls with electroporation of scrambled siRNA. Data represented as histograms of fiber size (**E**) or as mean ± s.e.m. (**F**). P-values calculated by Kruskal-Wallis test for (**E**) and (**F**).

Using *in vivo* electroporation [32], *pla2g5* siRNA was co-delivered with mCherry fluorescent protein-expressing plasmid into tibialis anterior (TA) muscles of aged mice (Fig. 3C). The contralateral muscles of the same mice were electroporated with a control siRNA (containing no significant sequence similarity to mouse, rat, or human gene sequences) (Fig. 3C). Electroporated muscles were cryoinjured 1 day after electroporation, and evaluated for regeneration after an additional 7 days. Electroporation efficiency in these studies ranged from ~30-70% (as determined by %mCherry^+^ fibers), and gene knockdown, measured at harvest, was 51.9% on average (S.D. ± 24.1, Fig. 3D). Thus, the level of reduction of *pla2g5* mRNA achieved in this system is comparable to the difference observed in skeletal muscle of young versus aged mice (see Fig. 3A). Muscle regeneration was markedly improved in *pla2g5* knockdown muscles, which showed improved histology (Fig. 3E) and an increased caliber of regenerating fibers (Fig. 3F,G). These data suggest that up-regulation of *pla2g5* may be one mechanism by which NF-κB activation in aged muscle fibers inhibits satellite cells locally and restrains muscle regeneration.

Overall, these *in vivo* experiments indicate in two complementary transgenic models (one gain-of-function and one loss-of-function) a cell-non-autonomous inhibitory effect of increased transcriptional activity of NF-κB in muscle fibers on satellite cell function, mediated at least in part by PLA2G5. These data additionally suggest that restraining NF-κB activity throughout life may protect against some age-acquired defects in satellite cell activity and muscle regeneration.

### Systemic sodium salicylate treatment improves myogenic function of aged satellite cells

To begin to evaluate the possible clinical utility of our observations, we next sought to determine whether acute, pharmacological inhibition of NF-κB signaling might also be effective for reversing age-related deficits in muscle repair. We therefore placed aged WT mice (24 months) on high-dose sodium salicylate or control diet for 6 weeks. Prior studies demonstrate that high-dose salicylate therapy is safe in mice and humans and effective in reducing NF-κB mediated inflammation [14,27,33]. In prior studies, systemic administration of sodium salicylate in mice decreased muscle atrophy caused by myofiber-restricted overexpression of IKKβ [14]. However, what role, if any, sodium salicylate might play in modulating muscle regeneration was not studied.

EMSAs performed on whole hind limb muscle demonstrated a 50% decrease in NF-κB activity in salicylate-treated aged mice (Fig. S8A,B), and satellite cells from these mice similarly displayed evidence of reduced NF-κB transcriptional response (Fig. S8C). Similar to results obtained in aged MISR mice, satellite cells from salicylate-treated aged WT mice showed improved myogenic colony forming ability (Fig. 4A), but no change in satellite cell frequency (Fig. 4B, Fig. S9). Aged mice receiving sodium salicylate also showed improved muscle regeneration at early time points after cryoinjury (day 7 post-injury, Fig. 4C-E), although this difference was lessened at later time points (day 14 post-injury; Fig. S10). In contrast, young mice and aged MISR mice given sodium salicylate did not exhibit noticeable differences in muscle regeneration after cryoinjury or in the in vitro myogenic activity of satellite cells (Fig. S11, S12, Fig. 1F,G), as expected given their low basal levels of NF-κB activity (Fig. S2, S6).

**Figure 4:**
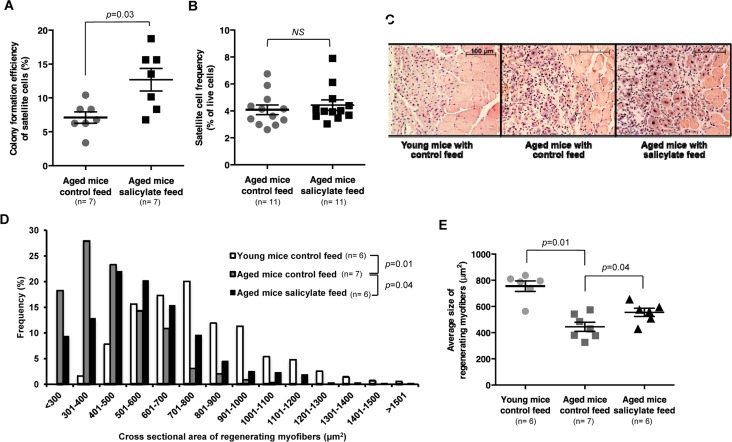
Sodium salicylate partially reverses aging-associated skeletal muscle inflammation and improves myogenic function of aged satellite cells (**A**) Myogenic colony forming efficiency of satellite cells from uninjured muscle of aged WT mice receiving control (n=7 mice) or salicylate feed (n=7 mice). (**B**) Satellite cell frequency (percent of live cells by flow cytometry) in aged mice receiving control feed versus salicylate feed (n=11 per group). Data presented as mean ± s.e.m.; p-value calculated by Student's t test for both (**A**) and (**B**). (**C**) Representative H&E staining of muscle sections taken 7 days after cryoinjury of young WT mice, or aged WT mice receiving control or salicylate feed for 6 weeks prior to injury. Salicylate treatment group continued on salicylate feed during recovery after injury. Scale bars = 100 μm. (**D**, **E**) Quantification of regenerating (centrally-nucleated) myofiber size at day 7 after cryoinjury in young WT mice or aged WT mice receiving control or salicylate feed for 6 weeks prior to injury (n=6 or 7 mice per experimental group). Salicylate treatment group continued on salicylate feed during recovery after injury. Data presented as a histogram of fiber size (**D**) or average fiber cross-sectional area (**E**). P-values were calculated by Kruskal- Wallis test and Step-down Bonferroni method for (**D**) and (**E**).

## DISCUSSION

Taken together, data presented here suggest that chronic inflammatory signaling in muscle fibers, mediated by NF-κB, retards the myogenic potential of satellite cells in aged muscle. Although NF-κB target genes are activated in satellite cells of aged mice, and in mice harboring a satellite cell-specific IKKβca transgene, these satellite cells exhibited no apparent cell-intrinsic defects in frequency or function. Defective satellite cell function in the context of induced NF-κB activity was revealed only when these cells were exposed to mature muscle fibers or myotubes harboring heightened NF-κB signaling (either in aged mice or when SC-IKK nuclei were incorporated into regenerating myotubes/myofibers during muscle differentiation and repair). Importantly, these results should not be taken as evidence that satellite cells are completely unaffected by cell-intrinsic elevation of NF-kB signaling. Indeed, activation of NF-kB in young satellite cells clearly alters their transcriptional program (Fig. 1B) and perturbs their performance in differentiation cultures, which could reflect either cell autonomous or non-autonomous effects (see Fig. S5). Nonetheless, our results are highly consistent with a critical role for cell-extrinsic regulation of satellite cell function in these contexts, a notion that is further supported by the observation that aged MISR mice, which maintain dominant inhibition of NF-κB function in muscle fibers alone, are partially protected from age-dependent loss of satellite cell function.

Our data further suggest that NF-κB may exert its effects via PLA2G5, a secreted phospholipase whose expression is increased in aged muscle fibers. PLA2G5 is known to act on lipoprotein and phosphomembrane substrates and can release key lipid mediators including free fatty acids, lysophospholipids and arachidonic acid, a precursor to eicosanoid signaling [34]. Thus, increased PLA2G5 in muscle may act directly on satellite cell membranes, or indirectly on acellular lipids or membranes of other cell types residing in the satellite cell niche, to liberate lipid signaling molecules that inhibit muscle regeneration. While determination of the precise lipid mediators involved remains a subject for future studies, it is intriguing to note that elevated levels of prostaglandin E2 (PGE2), a classic eicosanoid produced by the sequential action of cyclooxygenase and terminal prostaglandin E synthase on arachidonic acid, have been reported to contribute to defective differentiation of human myoblasts from myotonic dystrophy type 1 (DM1) patients with large CTG repeat expansions [35]. Interestingly, levels of PGE2 are also elevated in muscle extracts from aged mice (Fig. S13), consistent with an enhanced production of the PGE2 precursor arachidonic acid as a result of increased expression by aged muscle fibers of PLA2G5. However, as the specific effects of PGE2 on satellite cells and muscle regeneration were not evaluated here, the impact on muscle aging of this particular effector, and of the multitude of other lipid mediators generated by PLA2G5, remain important topics for future investigation.

Our results are consistent with prior studies implicating NF-κB induction in diminished muscle regeneration in cachectic [5] and dystrophic [17] mice, and in response to the pro-inflammatory cytokine TWEAK [36]. Of particular note, a prior report showed that transplanted satellite cells contribute less robustly to muscle repair when these cells are introduced into the muscle of tumor-bearing mice, which have increased NF-κB activity in myofibers [5], although this study did not specifically distinguish cell-intrinsic from extrinsic contributions of NF-κB signaling in this context. Another study evaluated NF-κB activity in the dystrophic muscles of *mdx* mice, and found that conditional deletion of IKKβ in activated macrophages or muscle fibers impeded regeneration in this system [37]. Our study similarly reveals a non-cell-autonomous regulation of satellite cell regenerative function by NF-κB driven gene expression in myofibers in aged muscle, and identifies PLA2G5 as a potential novel mediator of this effect. Whether PLA2G5 is similarly induced in cachectic and dystrophic muscle, as it is in aging muscle, will be an interesting area for future research. It will also be important to further interrogate the molecular circuitry that drives elevated NF-κB activity in aged muscle fibers, possibly through the generation of inducible alleles that allow perturbation of various NF-κB signaling components in aged myofibers, and to determine whether other NF-κB driven mechanisms, such as elevated TNFα or IL-6 production, implicated in the deregulation of satellite cell function in dystrophic and cachectic muscle, also contribute to satellite cell dysfunction in aged muscle [38]. This is particularly relevant, as increased circulating levels of TNFα and IL-6 have been reported in aged individuals [39,40].

The role of anti-inflammatory therapy for the treatment of skeletal muscle dysfunction in elderly patients is a subject of ongoing investigation [41,42]. It has been shown that, following 12 weeks of exercise, NSAID therapy modestly increased muscle strength without hypertrophy in patients with osteoarthritis of the knee [43]. Trappe et al. have further suggested that NSAID treatment enhances muscle mass and strength during resistance training in older individuals, potentially by decreasing PGE2 levels in skeletal muscle [41,44,45]. Finally, our observation that high-dose sodium salicylate improves regeneration of aged muscle suggests that, similar to Losartan, the only other FDA-approved drug that has shown promise at a basic science level as a therapeutic agent [46], salsalate should similarly be considered as a potential pharmacologic therapy to boost recovery after muscle damage in elderly individuals.

## MATERIALS AND METHODS

### Animals

Young (2–3 month) and aged (24 month) C57BL/6 mice were obtained from pathogen-free breeding colonies at Jackson Laboratories and Charles River Labs. MISR (a kind gift from S. Shoelson [14], and Pax7Cre-ER mice (a kind gift from C. Keller [25] were bred in house; loxP-STOP-loxP-IKKβ (C57BL/6-Gt(ROSA)26Sor^tm1(Ikbkb)Rsky^/J) mice were purchased from Jackson Labs. Fidelity of the Pax7-CreER line for satellite cell-specific gene expression has been validated previously [25]. Tamoxifen (0.1 mg /g body weight, Sigma Aldrich) or corn oil vehicle (10 μl /g body weight) was injected for 5 consecutive days. For sodium salicylate treatment, a feed containing 3 grams of sodium salicylate (Sigma Aldrich) per kg was created by Research Diets, and purchased along with control feed containing the same nutritional content but lacking salicylate. Mice were provided sodium salicylate or control feed ad libitum for 6 weeks prior to experimen-tation, including two weeks prior to tamoxifen treatment. For injury experiments on salicylate-treated mice, animals were continued on salicylate feed during recovery after injury (7 days or 14 days). Animals were housed at the Biomedical Research Institute at Harvard University and the animal facility at the Joslin Diabetes Center. Animal procedures conducted in this study were reviewed and approved by Institutional Animal Care and Use Committees (IACUC) at Harvard's Faculty of Arts and Sciences and at the Joslin Diabetes Center.

### Satellite cell isolation

Single myofibers and myofiber-associated cells were prepared from two-step collagenase/dispase digestion of intact limb muscles (EDL, gastrocnemius, quadriceps, soleus, TA, and triceps brachii), as previously described [4,21,47,48]. All myofiber-associated cells were incubated in Hank's Buffered Salt Solution (Gibco) containing 2% donor bovine calf serum on ice for 20 min with the following antibodies: anti-mouse CD45 (1:200, clone 30-F11, Biolegend Cat #103106 for PE conjugate, or Biolegend Cat#103115 for APC/Cy7 conjugate); anti-mouse/human CD11b (1:200, clone M1/70, Biolegend Cat# 101208 for PE conjugate, or Biolegend Cat#101226 for APC/Cy7 conjugate); anti-mouse Ter119 (1:200, Biolegend Cat#116208 for PE conjugate, or Biolegend Cat#116223 for APC/Cy7 conjugate); APC conjugate anti-Ly-6A/E (Sca-1) (1:200, clone D7, Biolegend #108112); anti-mouse CD29 (β1-integrin) (1:200, clone HMB1-1, BD Pharmingen Cat# 102202; or 1:100, Biolegend Cat#102208 for PE conjugate); FITC conjugate anti-armenian hamster IgG (1:100, eBioscience Cat#11-4111-85); biotinylated anti-mouse CD184 (CXCR4) (1:100, BD Pharmingen Cat#551968); and PE/Cy7 conjugate anti-streptavidin (1:100, eBioscience Cat#25-4317-82). Muscle satellite cells, identified as CD45^−^ Sca-1^−^ CD11b^−^ Ter119^−^CXCR4^+^ β1-Integrin^+^ cell population as in previous studies [4,21,47,48]. Cells were sorted by Fluorescence Activated Cell Sorting (FACS) using Aria II (BD Biosciences). Live cells were identified as calcein blue positive (1:1000, Invitrogen) and propidium iodide negative (PI, 1mg/mL, Sigma Aldrich). Satellite cells were double-sorted to maximize the purity of sorted cells [4,21,47,48]. Previous studies have shown that >90% of CD45^−^ Sca-1^−^ Mac-1^−^ CXCR4^+^ β1-integrin^+^ cells express Pax7, the canonical satellite cell marker, and that this marker profile identifies >98% of Pax7^+^ satellite cells [4,21,47,48,49]. Flow cytometry and cell sorting were performed at the Joslin Diabetes Center or HSCRB Flow Cytometry Cores. Sorting and analysis were carefully optimized for antibody titration and to achieve maximal cell purity and viability [4,21,47,48].

### Myogenic colony-forming assays

A single CD45^−^ Sca-1^−^ Mac-1^−^ CXCR4^+^ β1-integrin^+^ satellite cell was seeded in each well of a 96-well plate coated with PBS containing collagen (1mg/ml, Sigma) and laminin (10mg/ml, Invitrogen) for at least an hour at 37°C. Cells were cultured in F10 medium containing 20% horse serum, 1% glutamax, and 1% Penstrep, and supplemented daily with 5ng/mL bFGF (Sigma Aldrich), as previously described [4,21,47]. Colony formation efficiency was analyzed on day 5 of culture and reported as the percent of seeded wells that contained cell colonies. The number of cells per colony was also quantified in some experiments. All cell colonies that arise in these assays are myogenic. No fibroblast or adipocyte colonies were detected or scored [4,21,47].

### *In vivo* electroporation

TA muscles subjected to in vivo electroporation were pre-conditioned by injection of 10 ul of 2 mg/ml hyaluronidase solution 1 hour prior to electroporation. A mixture of 50 pmol of siRNA (Life Technologies) and 30 μg of mCherry-expressing plasmid (Addgene) in 10 ul of PBS was injected into the pre-conditioned TA muscles 10 minutes before electroporation. Following injection, electric pulses were delivered using an electric pulse generator (Electro Square porator ECM 830; BTX), by a pair of electrodes at the site of injection. Ten pulses were delivered, each with 20 ms duration at 1Hz. This procedure was repeated with negative control siRNA (Life Technologies) on the contralateral muscle.

### Quantitative RT-PCR

For mRNA extraction, CD45^−^ Sca-1^−^ Mac-1^−^ CXCR4^+^ β1-integrin^+^ satellite cells harvested from mouse skeletal muscle were double-sorted for purity, and deposited in Trizol (Invitrogen). For whole muscle mRNA, muscle was homogenized in Trizol using a Gentle MACS Dissociator (Miltenyi Biotech). cDNA was prepared from mRNA using Superscript III Reverse Trans-criptase Supermix Kit (Invitrogen). Real-time quantitative PCR reactions were carried out in an ABI 7900 machine, using SYBR Green PCR mix (Applied Biosystems). β-actin was used as a housekeeping gene, and gene expression levels were normalized to β-actin expression. Primers sequences are provided in Supplementary Table 2.

### Electrophoretic mobility shift assay (EMSA)

All nuclear extraction procedures were performed on ice with ice-cold reagents. Nuclear protein was extracted using the Nuclear Extraction Kit (Panomics). Protein concentration of nuclear extract was measured using the DC Protein Assay (BioRad). Binding tests for transcription factors were performed as described by the manufacturer (Affymetrix). 10 μl of binding reaction mixtures containing 1 μg of poly(dI–dC) and 10 ng biotin-labeled transcription factor probe in binding buffer were incubated with 5 μg cell nuclear extracts at 15°C for 30 min, followed by fractionation on native 5% TBE polyacrylamide gels, transfer to a nylon membrane, and detection by streptavidin HRP solution. Results were visualized by autoradiography and quantified using Image J densitometry.

### Cryoinjury of muscle and quantification of cross sectional area of regenerating myofibers

For cryoinjury, mice were anesthetized and dry ice was applied directly to the exposed TA muscle for 5 seconds. The skin incision was closed with suture immediately after injury. This procedure generates a reproducible injury in the muscle with a discrete border between uninjured and injured muscle, and this border remains clear and distinct during regeneration of the injured tissue [1,3,4,50]. Injured muscles were allowed to recover for 7 or 14 days before harvest. For quantification of regenerating myofiber size after cryoinjury, a series of pictures were taken spanning the entire regenerating area in cross section, and the sizes of 15 regenerating myofibers (identified by their centrally located nuclei) were measured in each image, which collectively resulted in total of ~150 myofiber sizes measured for each animal using Axiovert software.

### RNA transcriptome analysis

Total RNA was extracted from muscle tissue using Trizol (Invitrogen). RNA quality was assessed with a 2100 Bioanalyzer (Agilent Technologies), and samples with RNA Integrity Number (RIN) higher than 8.5 were used. The total RNA samples were pre-processed using the GeneChip WT PLUS Reagent Kit (Affymetrix) following the manufacturer's protocol for hybridization to GeneChip Mouse Gene 2.0 ST Arrays (Affymetrix) by the Boston Children's Hospital Intellectual and Developmental Disabilities Research Center (IDDRC) Molecular Genetics Core Facility. The dataset was normalized by the robust multi-array average (RMA) algorithm [51] and analyzed with the R software (www.r-project.org). The dataset has been deposited at NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE72179. Genes which were expressed similarly in young WT and aged MISR mice, but differentially expressed in aged WT mice, were chosen based on fold-change as candidates. 

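With 1.5-fold as the threshold, a choice made here since the paper's text states none, 42 genes were set apart in aged WT muscle, 14 higher and 28 lower than in both other groups, with those groups within 1.5-fold of each other. Among the higher genes, the smaller of the 2 fold changes was 2.15 for Dkk3, a secreted protein related to Wnt inhibitors, 1.97 for the microRNA precursor gene Mir133a-1, 1.68 for Mab21l1 and 1.67 for the adhesion molecule Cadm1. It was between 1.53 and 1.64 for the small nucleolar RNA genes Snora75, Rnu3a and Snora73a and for Dusp26, Avil and Pnmt, and 1.51 for Pla2g5, which ranked 13 of 14. Among the lower genes it was 2.11 for the platelet chemokine gene Ppbp, 1.96 for Retnla, 1.93 for the antibody heavy chain Ighm, 1.88 for Agbl1 and 1.82 for Terc, followed by 2310020H05Rik, Col1a1, Postn, Nt5dc2 and F2rl2. In 6 of the higher and 22 of the lower genes both aged WT arrays lay beyond all 5 others, and none of the 42 had an adjusted p from limma under 0.05 in the contrast of aged WT with the mean of the other groups. Against young WT muscle alone 3 of them passed (Terc, Gadd45g and Nt5dc2), and between aged MISR and aged WT muscle 0. Several of these genes were set apart by 1 of the aged MISR arrays. Dkk3 was 9.30 in aged MISR replicate 1 and 7.19 in replicate 2, against a mean of 7.77 in young WT and 9.35 in aged WT muscle, and Cadm1 was 7.34 and 5.79, against 6.11 and 7.31. In 7 of the 14 higher genes, Snora75, Rnu3a and Dusp26 among them, aged MISR replicate 1 was not below both aged WT arrays. Ppbp was 12.54 in aged MISR replicate 1, the array with high platelet markers, and 9.68 in replicate 2, between the aged WT arrays at 10.28 and 9.59. Col1a1 (11.22 and 9.20) and F2rl2 (8.02 and 6.41) were likewise high in replicate 1 and between the aged WT arrays in replicate 2.
The same rule with young WT muscle set apart gave 81 genes (36 higher, 45 lower), and with aged MISR muscle set apart 86 (80 higher, 6 lower). Simulated data with no group difference gave a median of 9 genes and at most 16 with aged WT set apart, 6 and 13 with young WT, and 10 and 18 with aged MISR muscle. The simulated genes varied independently and with the same spread in every group, unlike those on the arrays, so these numbers set no upper limit on chance. The number with aged WT set apart was 153 without aged WT replicate 3, 98 without aged MISR replicate 1 and 13 without aged MISR replicate 2. Without aged WT replicate 2 it was 54, with 16 of the 42 genes among them. At 1.3-fold it was 177 and at 2-fold 2, Dkk3 and Ppbp, in each of which 1 aged MISR array lay between the 2 aged WT arrays. With every aged WT array required to lie beyond all others 28 remained. Pla2g5 was no longer among the genes under this requirement, without aged WT replicate 2, without aged MISR replicate 1, without both, or at 2-fold.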

Among candidates, genes found in the literature to have potential to mediate NF-κB signaling during inflammation were assayed by qRT-PCR for validation (data not shown). Candidate genes validated for their expression pattern in muscle tissues of young and old WT and MISR mice are shown in Supplementry Table 1. In addition, candidate genes were also evaluated for NF-κB binding prediction index obtained by transcription factor binding site analysis by MatInspector computational software (www.genomatix.de). For NF-κB binding prediction index, “matrix similarity” between the promoter sequence of each candidate gene and the position weight matrices (the complete nucleotide distribution for each single position) of the DNA-binding motif of NF-κB was calculated by MatInspector as previously described [29]. A perfect match to the matrix gets a score of 1.00 (each sequence position corresponds to the highest conserved nucleotide at that position in the matrix) [29].

### Histology

Harvested muscles were fixed in 4% paraformaldehyde, washed in PBS and stored in 70% ethanol for paraffin embedding, or frozen for cryo-sectioning (10μm sections). Hematoxylin and eosin (H&E) staining was used to visualize regenerating myofibers in injured muscles.

### Microscopy

Bright field images were acquired using Carl Zeiss Axiovert 40C and Carl Zeiss Observer D1 (Carl Zeiss Inc.). Fluorescence images were acquired using Carl Zeiss Axio Imager M1 (Carl Zeiss Inc.).

### Prostaglandin E2 ELISA

Muscle extract samples for ELISA were obtained by homogenizing quadriceps muscles of young and aged mice in homogenization buffer (0.1 M phosphate, pH 7.4, containing 1mM EDTA and 1uM indomethacin). Prostaglandin E2 ELISA was performed according the protocol provided by the manufacturer (Abcam, cat# ab133021).

### Statistical analyses

Data are presented as mean ± standard error of mean (s.e.m.). For all graphic data, *n* indicates the number of biological replicates. The number of animals used per group was determined based on accumulated empirical data in the laboratory and anticipated robustness of the data points [4,21,47]. The number of animals for each experiment was appropriate to detect the differences, if present, in the experimental outcomes. For salicylate feed treatment and *pla2g5* knockdown experiments, animals were randomly allocated for different treatment conditions. Animals diagnosed with severe health concerns (tumors, malocclusion, etc.) by veterinary staff were excluded from analysis; this exclusion criterion was pre-determined. Data were tested for normal distribution, and the observed variation was similar between groups. Statistical comparisons for normally distributed data were performed using appropriate tests, as indicated below. Results comparing two different groups were assessed for statistical significance using Student's *t* test (Microsoft Excel; GraphPad Prism, GraphPad Software Inc.) assuming two-tailed distribution (Figure 1H,I; Figure 2E; Figure 3D,G; Figure 4A,B) and results comparing more than two groups were assessed by one-way ANOVA with Turkey's multiple comparison test (GraphPad Prism, GraphPad Software Inc.; Figure 1B,F,G; Figure 2D; and Figure 3A,B). For statistical analyses of distribution and average of regenerating myofiber sizes in injured muscles, p-values were calculated by Kruskal-Wallis test and adjusted, if necessary, by Stepdown-Bonferroni method (Figure 1C,D; Figure 2A,B; Figure 3F,G; and Figure 4D,E). Investigators were blinded to experimental group assignment for outcome assessment. Statistical significance was accepted at p < 0.05.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

# Supplementary material for: Age-associated NF-κB signaling in myofibers alters the satellite cell niche and re-strains muscle stem cell function
**Source:** Aging (Albany NY). 2016 Nov 14;8(11):2871–84. doi: 10.18632/aging.101098
**Supplement:** Supplementary file 1

## SUPPLEMENTARY MATERIAL

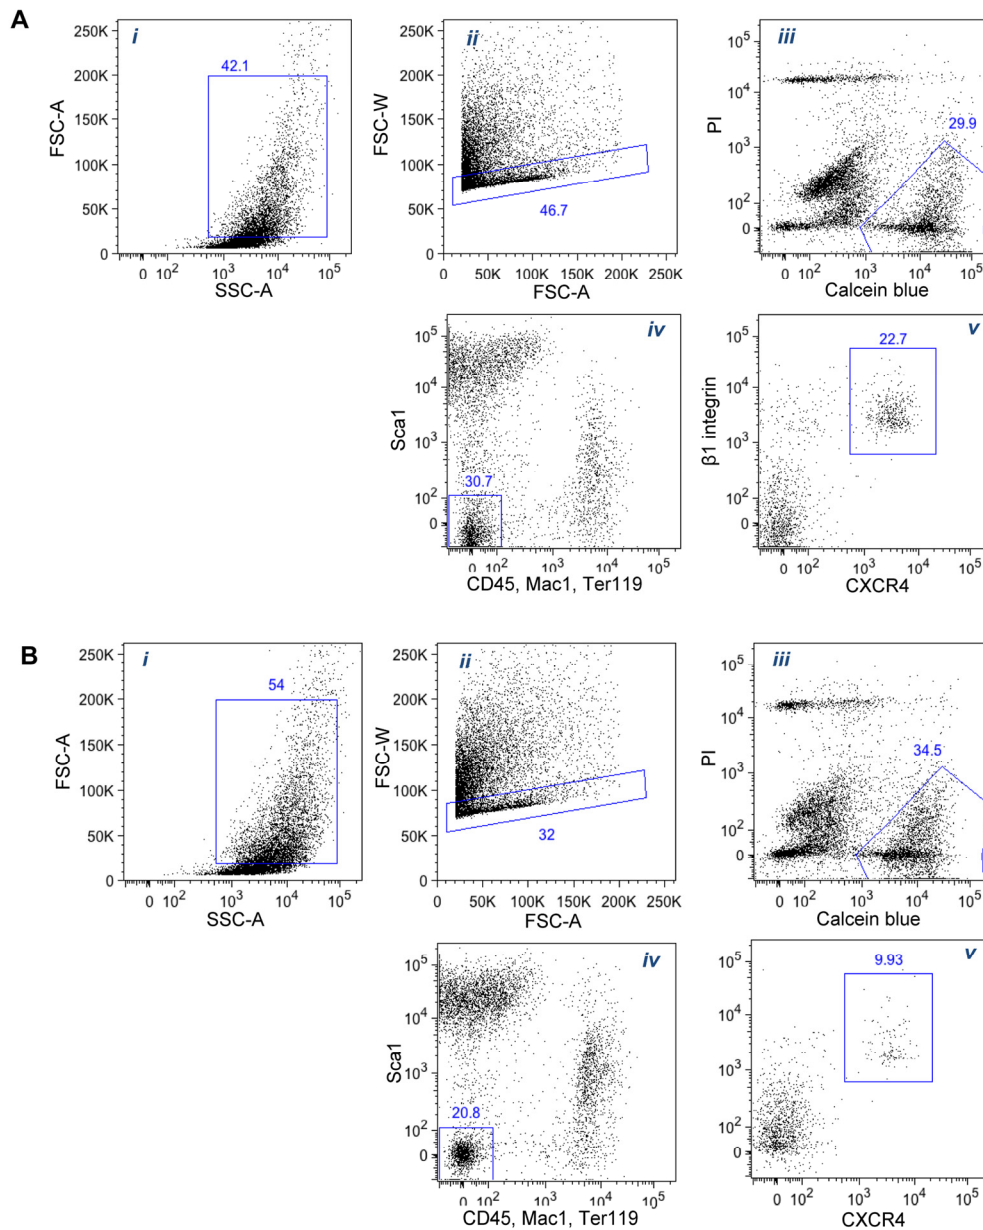

**Figure S1. Cell sorting strategy and reduced frequency of satellite cells among myofiber-associated mononuclear cells in young versus aged mice.** Myofiber-associated cell sorting by flow cytometry was performed as previously described [4, 21, 42, 43]. Representative flow plots depict the sequential gating strategy (*i, ii, iii, iv, v*) utilized and in young (A) and aged (B) mice. Numbers represent percentage of previously gated population. Young mice ranged in age from 2-3 months. Aged mice were 24 months old. Old mice demonstrate decreased frequency of CD45-Sca1-Mac1-CXCR4+ $\beta$ 1integrin+ satellite cells.

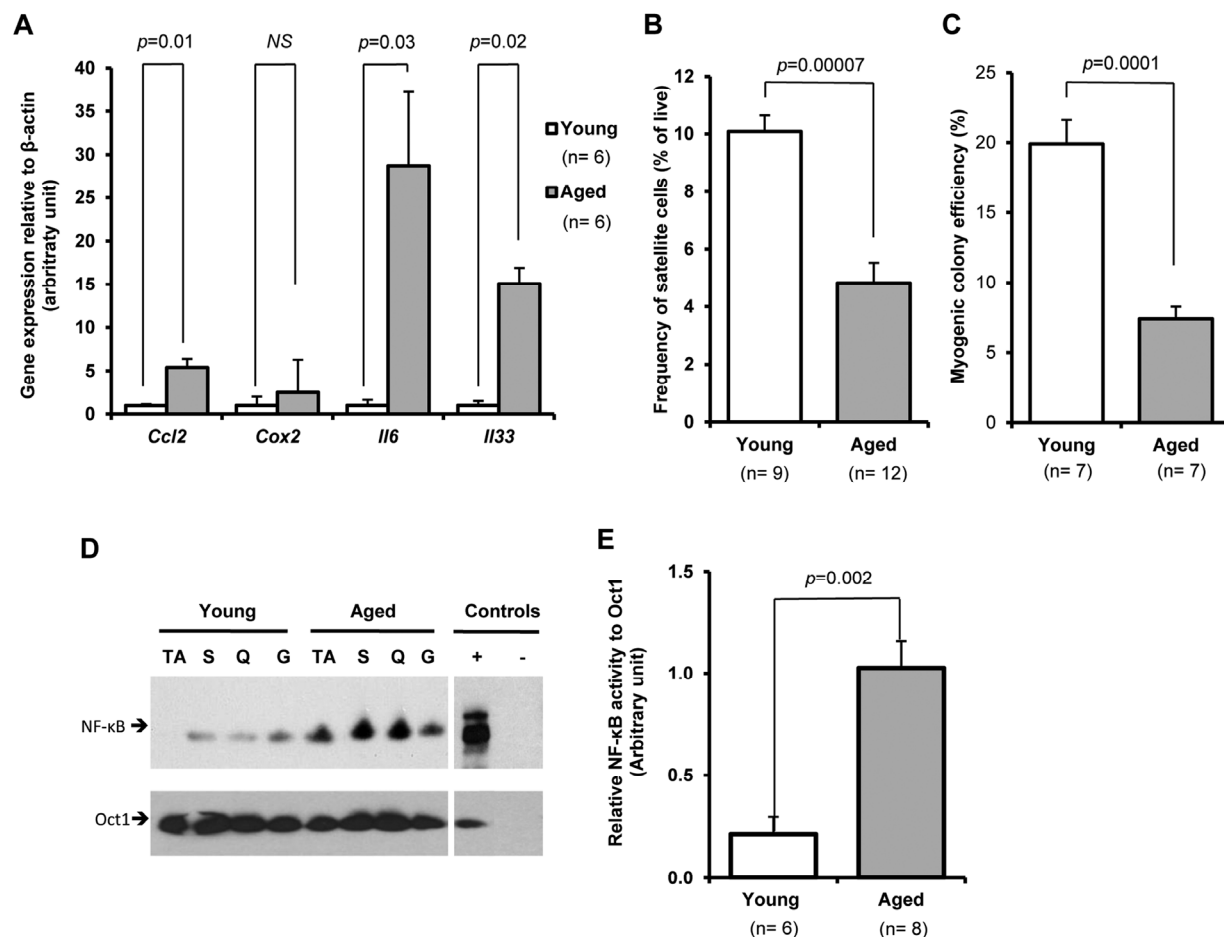

**Figure S2. Satellite cell frequency and function is reduced with aging.** (A) Flow cytometric analysis demonstrates an ~2-fold decrease in the frequency of satellite cells in aged mice (n=12) as compared to young mice (n=9). (B) Double-sorted satellite cells from aged mice (n=7) exhibit a 3-fold decrease in myogenic colony-forming efficiency as compared to cells isolated from young mice (n=7). (C,D) EMSA reveals increased NF-κB activity in hind limb skeletal muscle of aged (n=8) as compared to young mice (n=6). Data are summarized for analysis of fast and slow-twitch hindlimb muscles in (C) and representative EMSA of slow-twitch (soleus, S) and fast twitch (tibialis anterior, TA; quadriceps, Q; gastrocnemius, G) hind-limb skeletal muscles is shown in (D). Oct1 was used as a loading control. (E) Quantitative RT-PCR analysis of inflammatory genes related to the NF-κB pathway in satellite cells from young or aged mice (n=4-6 samples per gene). *Ccl-2*, *Cox-2*, and *Il-6* are transcriptionally upregulated by NF-κB, whereas *Il-33* mediates increased NF-κB activation. Young mice ranged in age from 2-3 months. Aged mice were 24 months old. All data plotted as mean ± s.e.m. Student's *t* test was used for statistical analysis. NS: not statistically significant.

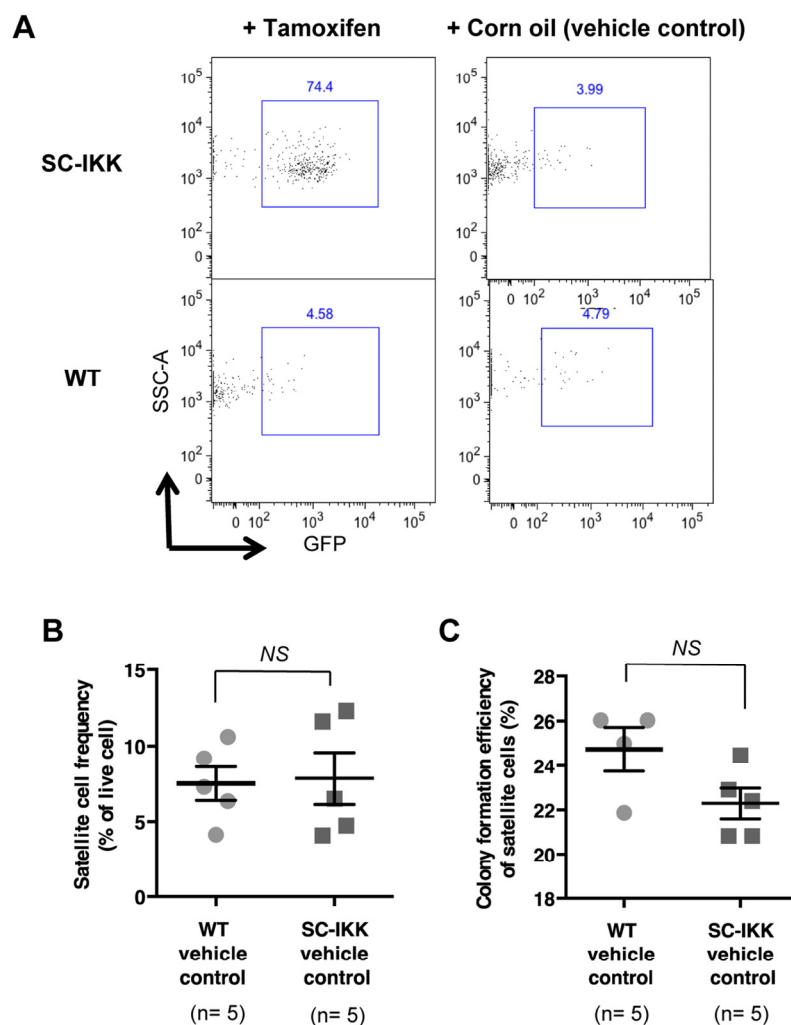

**Figure S3. Satellite cell-specific activation of NF- $\kappa$ B activity.** (A) Satellite cells from tamoxifen treated SC-IKK mice show transgene-induced GFP expression, which is not seen in vehicle treated SC-IKK controls. GFP+ cells also were not detected in other cellular compartments (CD45+ immune cells and Sca-1+ fibro/adipogenic lineage cells) in muscle (data not shown). Satellite cell frequency (B) and myogenic colony formation efficiency (C) are unperturbed in WT or SC-IKK mice injected with vehicle (corn oil) only (n=5). For these experiments, all mice received tamoxifen (TAM) or vehicle at 8-9 weeks of age. All data plotted as mean  $\pm$  s.e.m. Student's *t* test was used for statistical analysis. NS: not statistically significant.

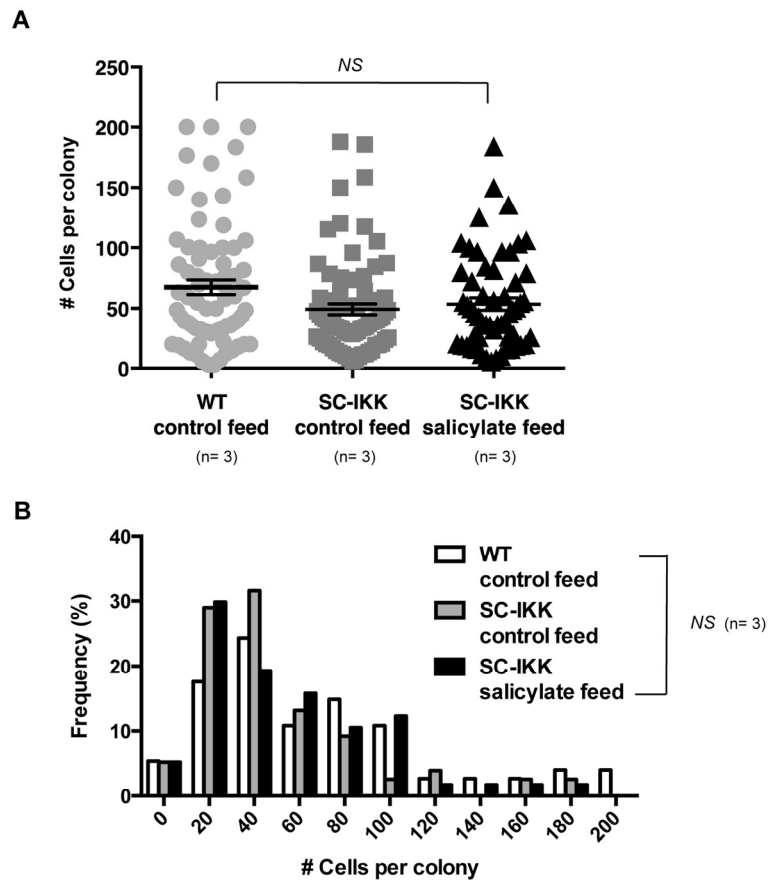

**Figure S4. Satellite cells isolated from SC-IKK mice show no difference in their intrinsic ability to form myogenic colonies in single-cell culture.** (A) Number of cells in each myogenic colony formed in single cell culture of satellite cells isolated from WT mice or SC-IKK mice with or without sodium salicylate treatment. Data plotted as mean  $\pm$  s.e.m. Student's *t* test was used for statistical analysis. (B) Frequency of myogenic colonies of different sizes formed in single cell culture of satellite cells isolated from WT mice or SC-IKK mice with or without sodium salicylate treatment. For these experiments, all mice received tamoxifen or vehicle at 8-9 weeks of age. *NS*: not statistically significant.

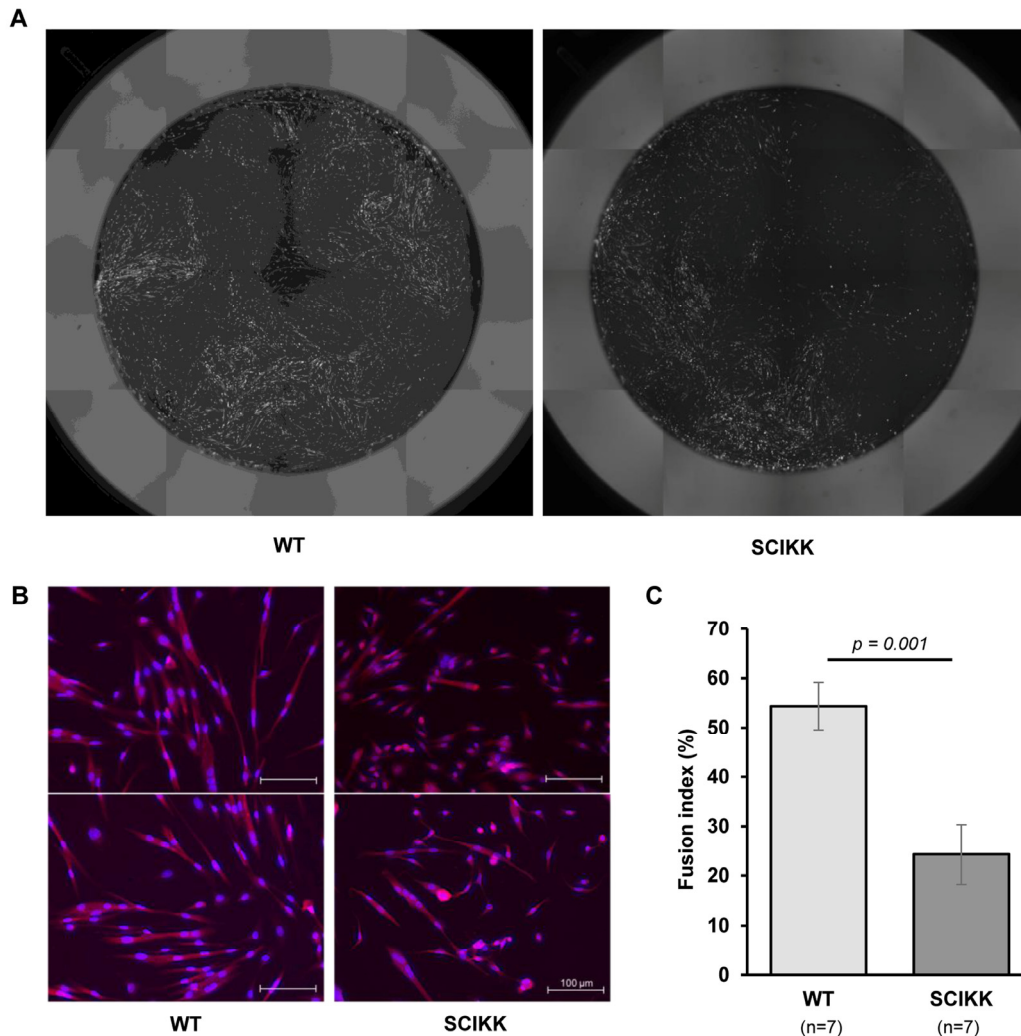

**Figure S5. In vitro differentiation of satellite cells from SCI-KK mice produces cultures with fewer nuclei, smaller myotubes and a reduced fusion index. (A)** Representative images of muscle cell cultures initiated by satellite cells sorted from SC-IKK (right) or WT (left) mice. FACS-sorted satellite cells were seeded in 96-well plates at 1000 cells/well and cultured for 8 days. Resulting cultures were stained for nuclei and myosin heavy chain for visualization of differentiated muscle cells. Merged image of nuclei staining and myosin heavy chain staining was obtained for each well (shown above). Cultures contained both mononuclear cells and multinucleated myotubes. Cultures of SC-IKK cells contained fewer nuclei as compared to cultures of WT cells, as quantified at day 8 of culture. Image acquisition and cell number quantification (presented in Fig. 1H) of each well was performed by Celigo. **(B)** Representative images of cultures of *in vitro* differentiated satellite cells from SCI-KK or WT mice 1000 cells were sorted into each well of a 96-well plate, proliferated for 5 days, and induced to differentiate by switching to low mitogen media (2% horse serum in F10 media). Cultures were stained after 2 days in differentiation media (Red: Myosin heavy chain; Blue: DAPI; Representative of 3 experiments). **(C)** Fusion index of WT satellite cell culture and SCI-KK satellite cell culture indicates reduced differentiation capacity of SCI-KK satellite cells. Fusion index was calculated as percentage of cell nuclei contained in multinucleated myotubes out of total number of nuclei. Thus, early differentiating cells in SCI-KK cultures would produce NF- $\kappa$ B activated myoblasts and myotubes that could exert a cell-non-autonomous negative influence on the remaining, undifferentiated SCI-KK satellite cells. These data may be consistent therefore with either cell autonomous or non-autonomous effects.

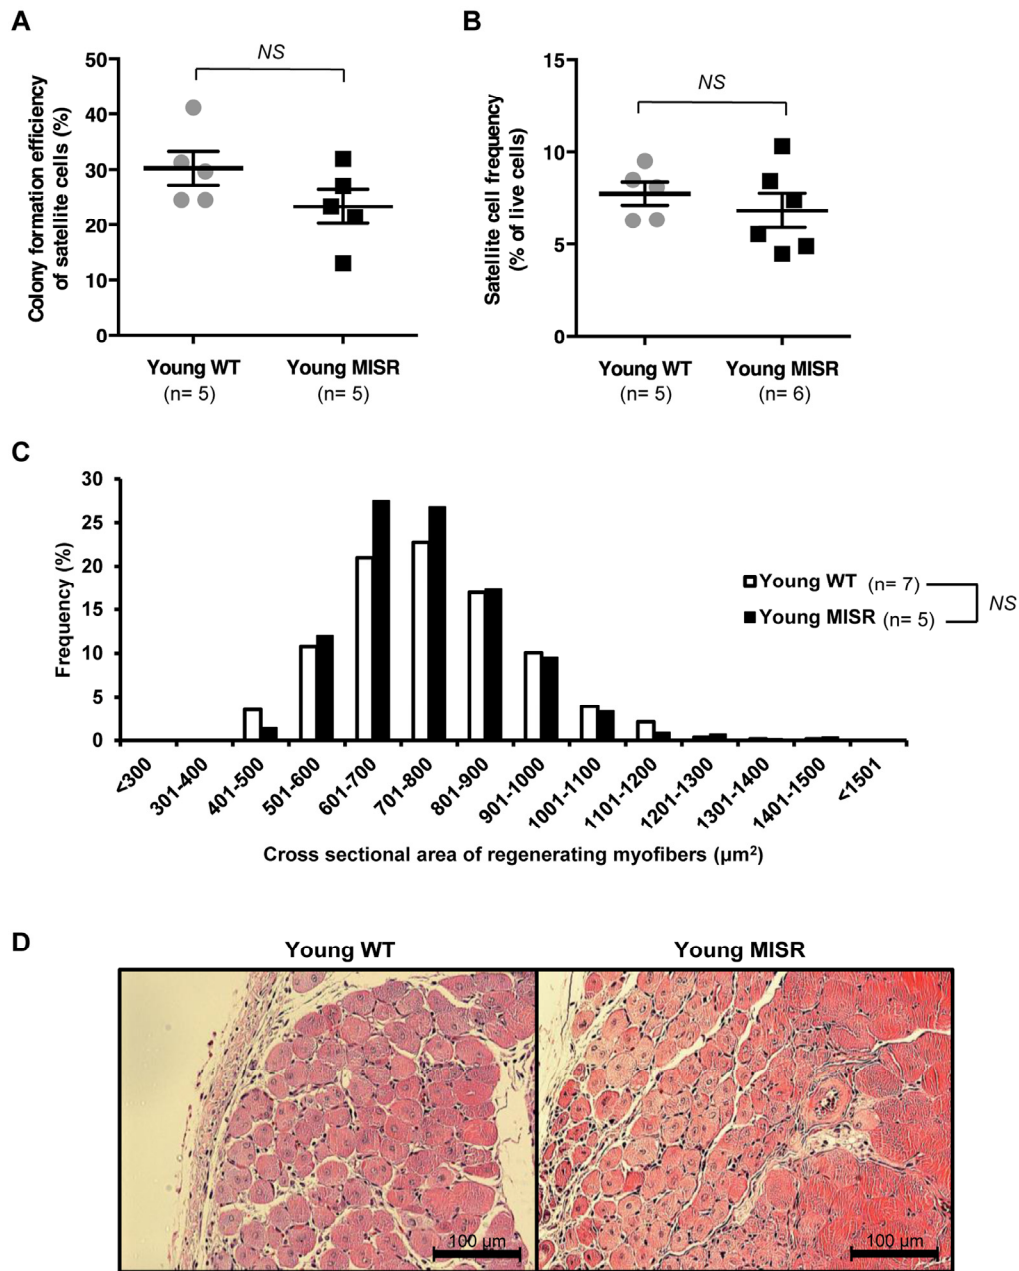

**Figure S7. Satellite cell function and muscle regeneration in young MISR mice (2-3 month).** (A, B) Young WT (n=5) and young MISR mice (n=5) show no difference in myogenic colony formation efficiency ( $p=0.15$ ) or frequency of satellite cells ( $p=0.45$ ). Data presented as mean  $\pm$  s.e.m. (C) Skeletal muscle regeneration at 7 days after dry ice injury was similar between young WT (n=7) and young MISR (n=5) ( $p=0.65$ ). (D) Representative cross sectional view of injured TA muscle of young WT and young MISR (H&E staining). NS: not statistically significant. Student's  $t$  test (A, B) and Kruskal-Wallis test (C) was used for statistical analysis.

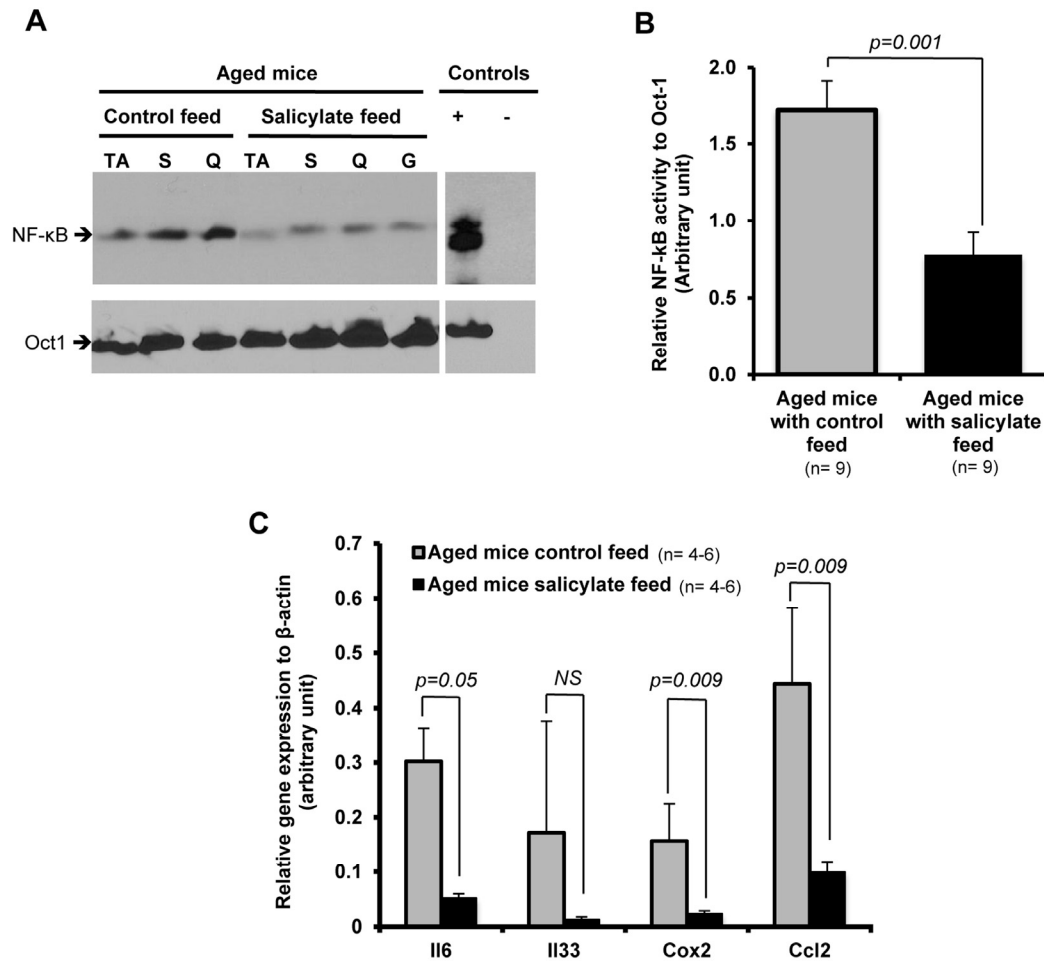

**Figure S8. Sodium salicylate treatment in aged mice reduces NF- $\kappa$ B activity in muscle and satellite cells.** (A, B) EMSAs performed on whole hind limb muscles of aged mice with or without salicylate treatment demonstrated a 50% decrease in NF- $\kappa$ B activity with salicylate treatment. Oct1 was used as a loading control. (C) Satellite cells isolated from these muscles similarly displayed evidence of reduced NF- $\kappa$ B transcriptional activity measured by mRNA level of direct targets or activators of NF- $\kappa$ B. All mice were 24 months in age initially and then received control feed or sodium salicylate feed *ad libitum* for 6 weeks. All data plotted as mean  $\pm$  s.e.m. Student's *t* test was used for statistical analysis. NS: not statistically significant.

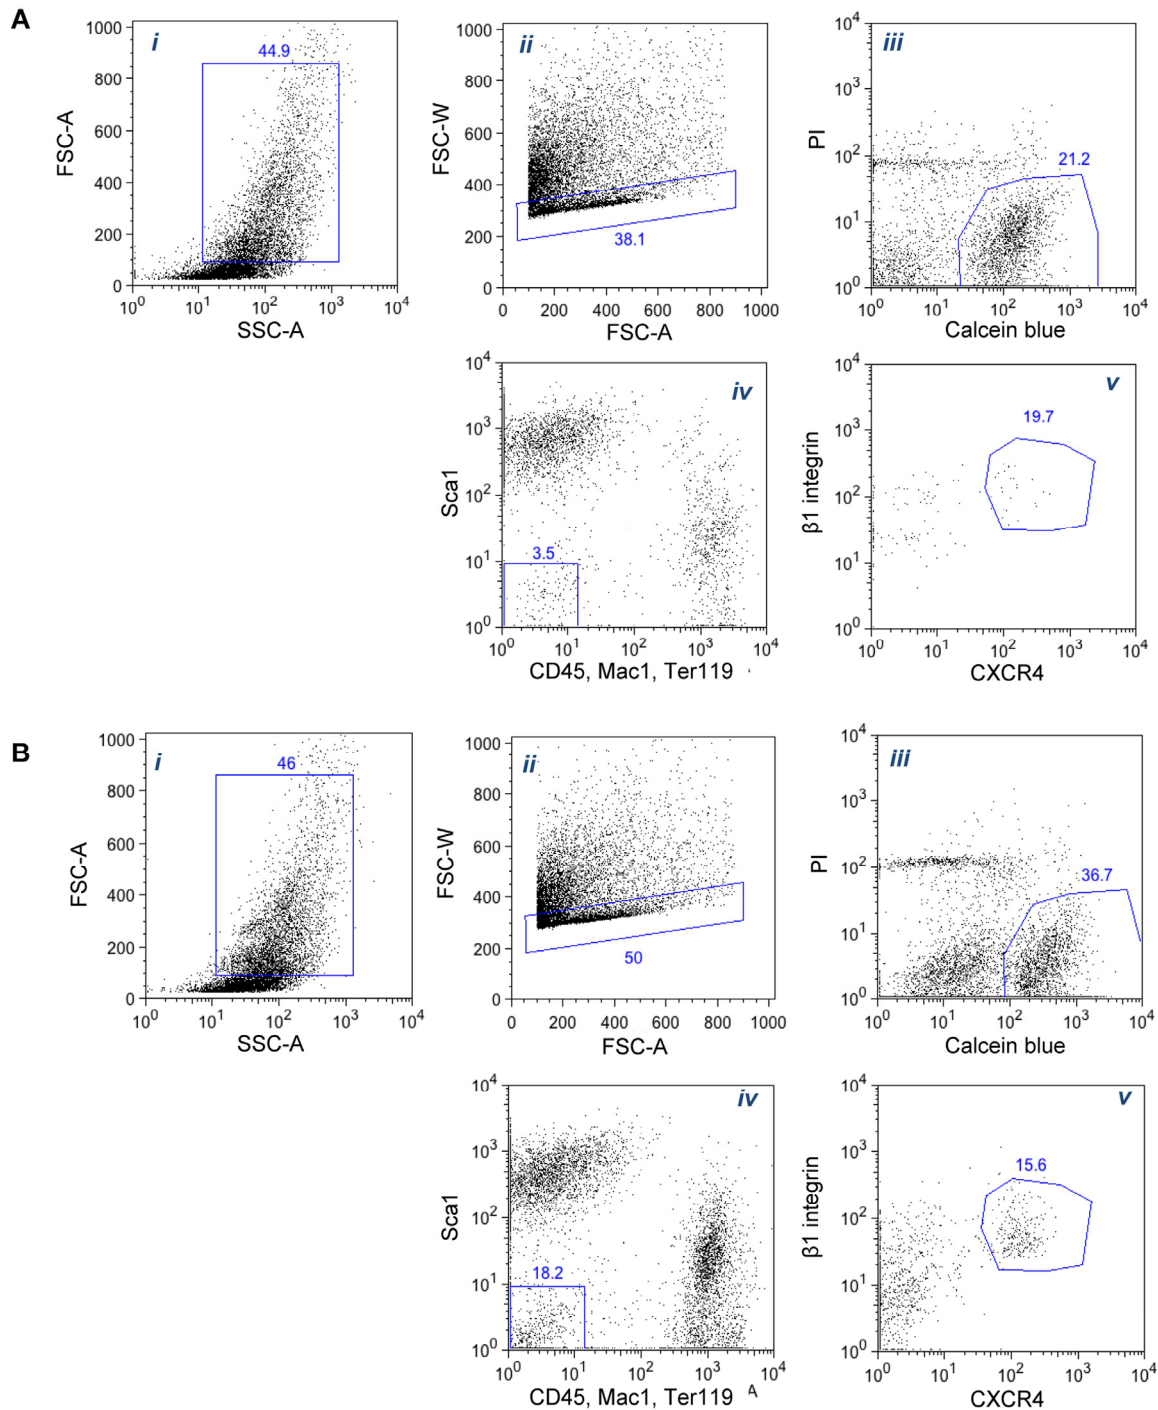

**Figure S9. Satellite cell frequency within the myofiber-associated cell compartment is not altered in aged mice treated with either control or sodium salicylate feed.** (A, B) Myofiber associated cell sorting utilizing flow cytometry was performed as previously described [4,21,42,43]. Representative flow plots depict the gating strategy (i, ii, iii, iv, v) used in control (A) and sodium salicylate treated (B) aged mice. All mice were 24 months in age initially and then received control feed or sodium salicylate feed *ad libitum* for 6 weeks.

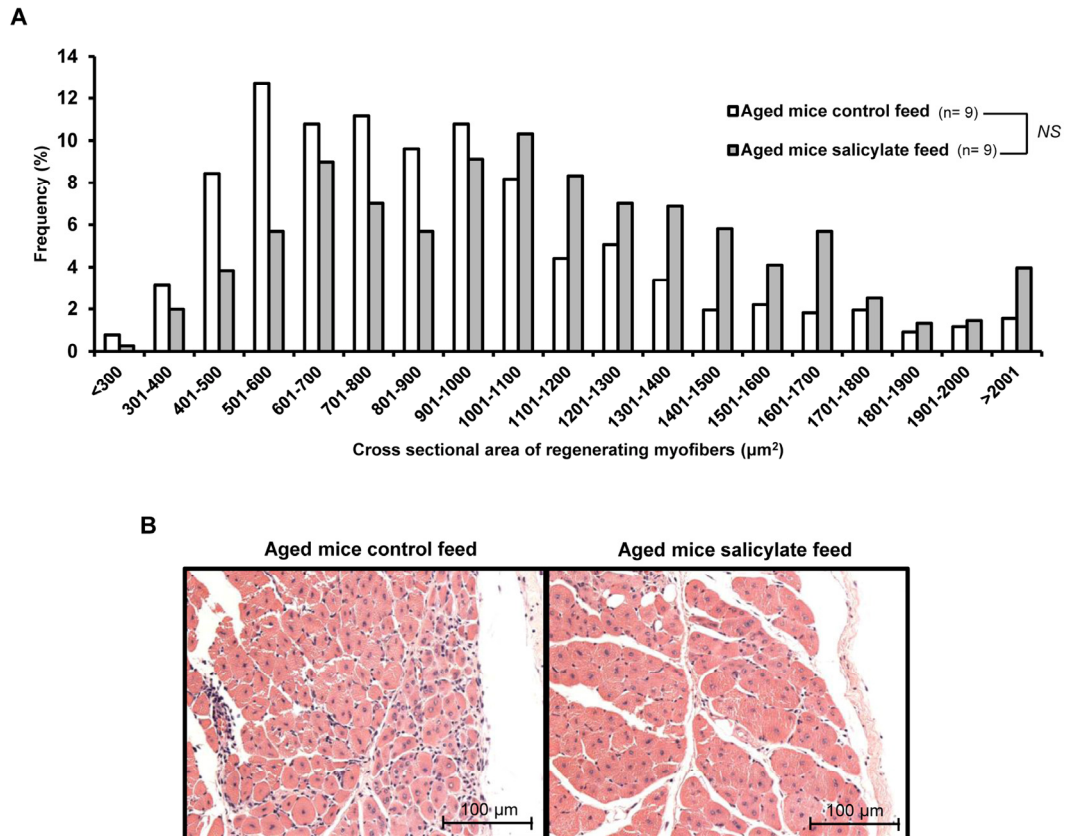

**Figure S10. Skeletal muscle regeneration in aged mice with or without sodium salicylate treatment at day 14 after injury.** (A, B) Aged mice with salicylate feed show a trend towards increased cross sectional areas of regenerating fibers compared to age-matched mice with control feed ( $n=6$ ,  $p=0.27$ ). All mice (22-24 month) received control feed or sodium salicylate feed *ad libitum* for 6-8 weeks prior to undergoing muscle harvest for dry ice injury. NS: not statistically significant.

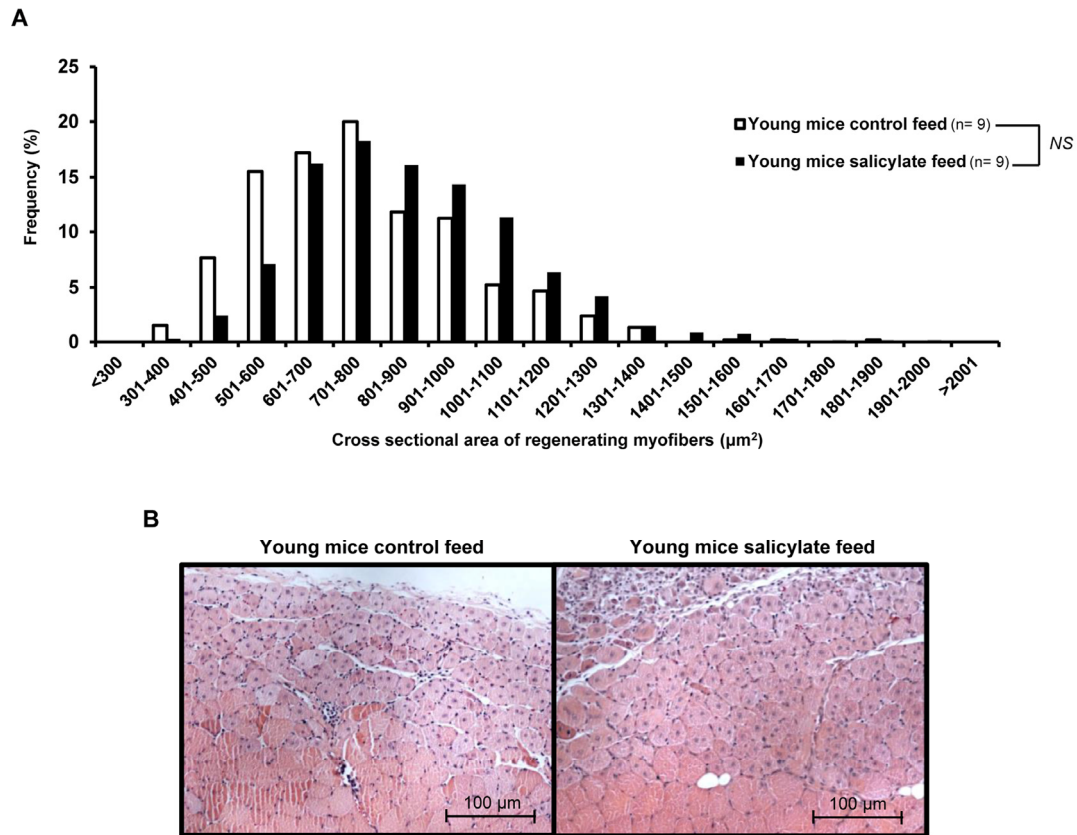

**Figure S11. Skeletal muscle regeneration in young mice with or without sodium salicylate treatment, analyzed at day 7 after injury.** (A) Cross-sectional areas of regenerating fibers in young mice are not statistically different ( $p=0.57$ ) for animals receiving control or sodium salicylate feed ( $n=9$ ). (B) Representative histological images are shown for the different treatment groups. Young mice ranged from 2-3 months of age. All mice received control feed or sodium salicylate feed *ad libitum* for 6-8 weeks prior to undergoing dry ice injury and subsequent muscle harvest for histology. Kruskal-Wallis test was used for statistical analysis in (A). NS: not statistically significant.

**Table S2. List of sequences of all primers utilized in qRT-PCR.**

| Gene          | Forward primer               | Reverse primer                |
|---------------|------------------------------|-------------------------------|
| <i>Actb</i>   | 5'-TTCTGGTGCTTGCTCACTGA-3'   | 5'-CAGTATGTTTCGGCTTCCCATTG-3' |
| <i>Ilf6</i>   | 5'-GTTCTCTGGGAAATCGTGGA-3'   | 5'-TCTGCAAGTTGCATCATCGTT-3'   |
| <i>Ilf33</i>  | 5'-TGCGTCTGTTGACACATTGA-3'   | 5'-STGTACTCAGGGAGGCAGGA-3'    |
| <i>Cox2</i>   | 5'-TGAGCAACTATTCCAAACCAGC-3' | 5'-GCACGTAGTCTTCGATCACTATC-3' |
| <i>Ccl2</i>   | 5'-AAGAGGATCACCAGCAGCAG-3'   | 5'-TCTGGACCCATTCTTCTTG-3'     |
| <i>pla2g5</i> | 5'-CCAGGGGGCTTGCTAGAAC-3'    | 5'-AGCACCAATCAGTGCCATCC-3'    |

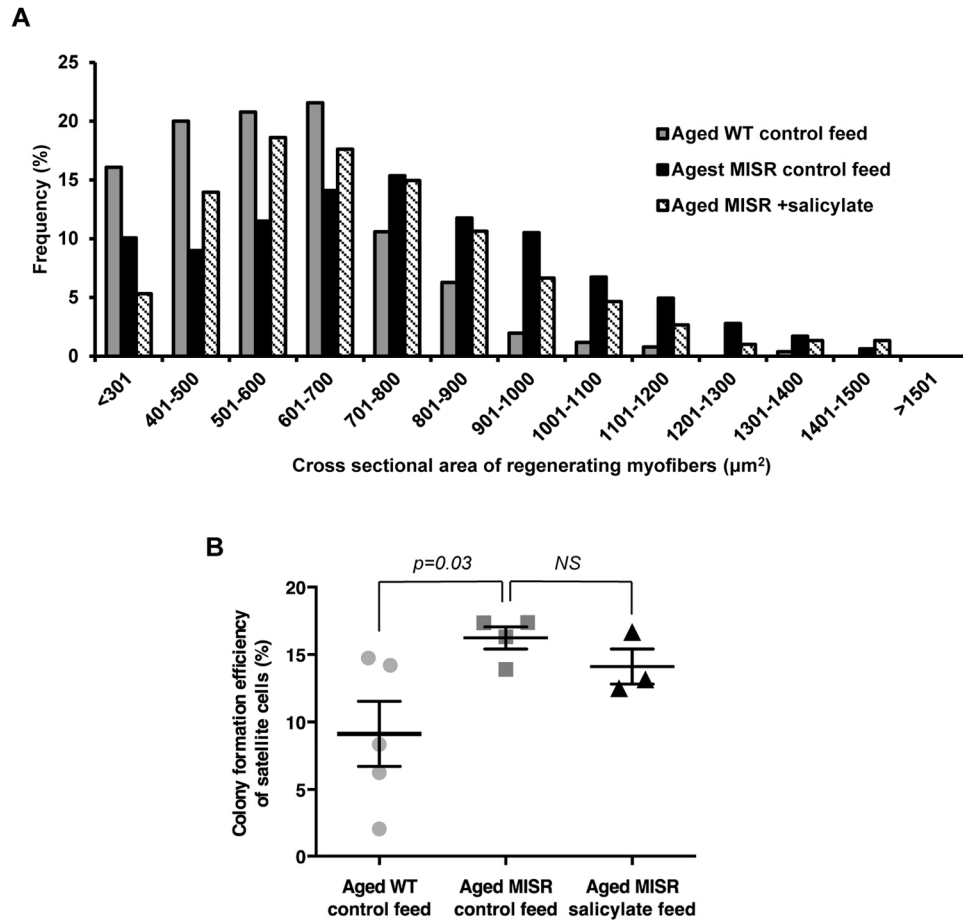

**Figure S12. Sodium salicylate treatment in aged MISR mice does not affect muscle regeneration after cryoinjury and does not alter myogenic activity of satellite cells.** (A) Cross-sectional areas of regenerating fibers after cryoinjury in aged MISR mice are not significantly changed in mice receiving sodium salicylate feed ( $n=3,4$ ). (B) Colony formation efficiency of satellite cells isolated from aged MISR mice receiving control feed or sodium salicylate feed were not different. All mice received control feed or sodium salicylate feed *ad libitum* for 6-8 weeks prior to undergoing cryoinjury and subsequent muscle harvest for satellite cell isolation. Regardless of treatment, aged MISR mice showed improved muscle regeneration and myogenic activity of satellite cells as compared to aged WT mice (see Figure 2). Kruskal-Wallis test was used for statistical analysis in (A), and Student's *t* test in (B). NS: not statistically significant.

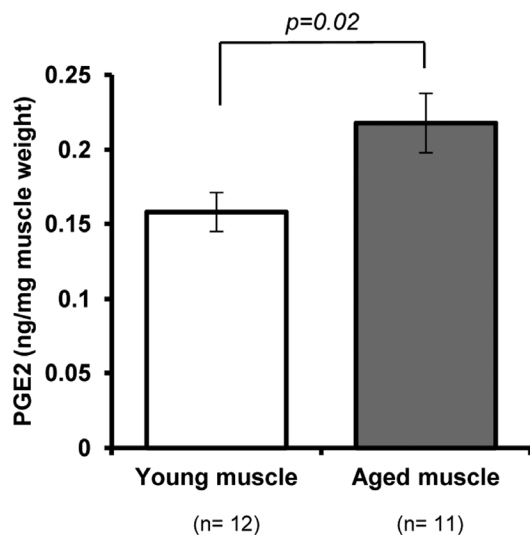

**Figure S13. Prostaglandin E2 (PGE2) levels in muscle increase with age.** ELISA detecting PGE2 demonstrates higher PGE2 levels in muscle extracts of old mice than those of young mice. All data plotted as mean  $\pm$  s.e.m. Student's *t* test was used for statistical analysis.

How the deposited data were processed for this re-analysis (not part of the article)

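The deposited data are 7 gene arrays (Affymetrix GeneChip Mouse Gene ST, 1 colour) of RNA from whole skeletal muscle: 3 of young WT mice (2 to 3 months), 2 of aged WT mice (24 months) and 2 of aged MISR mice (24 months). The labels number the replicates 1 to 3 in young WT, 2 and 3 in aged WT and 1 and 2 in aged MISR muscle. The authors normalized the arrays with RMA, and the deposited values are RMA signals on the log2 scale; the version of RMA and the annotation release are not given in the sources used here. No signal intensities from before the normalization were used. All 7 arrays were used, and none was left out of the comparisons as reported. For arrays there is no count depth, and the precision is limited by the 2 or 3 arrays of each group and by the signal over background.

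Of 41345 features, 25335 were listed in the gene table, 23521 of them with 1 gene symbol. The 1814 features with several symbols and the 16010 without a listing were left out. The symbols stood for 22180 genes, and for the 1082 tested genes with more than 1 feature the feature with the highest mean over all arrays was used. A gene was tested when its signal was at or above the array's median in at least 2 arrays, which left 13364 genes.

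Group means were compared with limma 3.58.1 in R 4.3.3, in 1 fit over the 7 arrays with 4 residual degrees of freedom and an estimated 3.13 prior degrees of freedom. The comparisons were aged WT against young WT, aged MISR against aged WT, aged MISR against young WT, and aged WT against the mean of the other groups. The last can also be passed by a gene that differs from only 1 of them, so genes that passed both against young WT and, in the opposite direction, in aged MISR against aged WT muscle were counted as well, a count added after the data were seen. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The statistics section of the paper names a 2-group test and an analysis of variance at a threshold of 0.05 for the whole study and none for the arrays in particular, and the 2-group test was run as an alternative. It gave no value for 17, 9 and 11 genes in the 3 comparisons of 2 groups, whose values were identical within the groups. The paper chose candidates on fold change and its text states no threshold, so 1.5-fold was used here.

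The comparisons, the gene lists, the alternatives and the rule for the genes named in the text were fixed before the data were examined, except where the text says otherwise. Named were the 14 genes that the paper names in connection with the arrays, with NF-κB or with wasting, in each comparison the 10 genes with the largest rise and the 10 with the largest fall among called genes whose arrays did not overlap, the 10 higher and 10 lower candidates with the largest smaller-of-the-2 fold change, up to 4 members of each list described, and the secreted phospholipases A2.

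Of 28 gene lists written from textbook knowledge and the paper, 25 had at least 5 tested members and were tested with limma's camera at its preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of each comparison. The lists of erythroid markers (1 tested member), T and NK cell markers (3) and sex-linked genes (3) were too small to test. Lists of markers of bone cells, megakaryocytes and platelets, mature B cells, plasma cells and red cell precursors were added after the values had been seen.

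As a background for the counts, 100 data sets with no group difference were simulated from the fitted spread of each gene. Genes were drawn independently and with the same spread in every group. In the 21 choices of 2 arrays against the other 5, the genes at an adjusted and at an unadjusted p under 0.05 were counted. The steps were also tested on simulated data with 200 changed genes in each of 3 comparisons. Of those changed by 0.5 (log2), 58%, 52% and 68% were recovered. Of those changed by 1 or more, 100% were recovered, with 8, 12 and 13 false calls. In these data too, genes varied independently and with the same spread in every group, so the shares may not hold for the arrays. In aged WT against young WT muscle, Dkk3 differed by 1.58 and Csrp3 by −1.40 (log2) without passing the test.

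The alternatives were a second quantile normalization, centring each array on its median, no signal filter, a stricter filter at the 60th percentile, the mean of a gene's features, leaving out each array in turn (where 1 array of a group stayed, it was assumed to vary like the other groups), the replicate number as a block, a variance prior with a trend and robust estimation, array weights, a fit of only the 2 groups compared, an adjusted p under 0.1, and, for the candidates, 1.3-fold and 2-fold and 2 added requirements on the spread. Leaving out aged WT replicate 2 and aged MISR replicate 1 together was chosen after seeing the data. Promoter sequences, quantitative RT-PCR and the other assays of the paper were not analysed here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.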

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

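The tests of technical explanations in this part, and the marker lists behind them, were chosen after the results had been seen.

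Genes outside those the paper discusses were higher in aged MISR than in aged WT muscle. By limma these were Jchain by 3.42 (log2), Igkv4-59 by 2.86, Ighv1-53 by 2.84, H2-Ab1 by 1.38, H2-Aa by 1.36, Angptl4 by 0.93 and Gatm by 0.76 (adjusted p 0.0121 to 0.0406). In each both aged MISR arrays were above both aged WT arrays, as a gene that passes the test is apt to show. Jchain, Igkv4-59 and Angptl4 were below the array median in both aged WT arrays, so their differences may be lower bounds.

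The 5 antibody and MHC class II genes among them form the first pattern. Bone or bone marrow RNA in both aged MISR samples is argued against, since in aged MISR replicate 2 the 5 genes stood a median of 2.01 above the highest WT array while its 24 megakaryocyte and neutrophil markers stood a median of 0.39 below the lowest young WT array (−0.39). For aged MISR replicate 1, where such markers were high, a part from marrow stays open. Lymphoid tissue with mature B cells cannot be told apart from other sources: mature B cell markers were a median of 0.42 above the highest WT array in replicate 1 and −0.078 relative to it in replicate 2, and only 1 of the 10 markers was well above background in WT muscle. Of 7 plasma cell markers, 5 were above all WT arrays in replicate 1 and 3 in replicate 2. Jchain, itself 1 of the 5 genes of the pattern, is among them in both arrays. The others in replicate 2 were Mzb1 (6.98 against at most 6.81 in WT muscle) and Sdc1 (6.47 against at most 6.24). The transgene, the source and housing of the mice, and antibody-producing cells within the aged MISR muscle may each account for the rise and were not tested against one another. The paper states that MISR mice aged alongside age-matched WT controls, and it does not say whether these were the WT mice on the arrays.

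Ibsp, a gene of bone matrix, was 9.07 in aged MISR replicate 1, which is 2.05 above the next highest of the 7 arrays. Ppbp, a platelet chemokine, was 12.54 in the same array, 1.07 above the next highest.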

How the results depend on the processing

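Leaving out aged WT replicate 2 and aged MISR replicate 1 together, and, for the gene groups, leaving out single arrays and the replicate block, were chosen after seeing the data, as was the count of genes passing against each of the 2 other groups. A single array left in a group is assumed to vary like the other groups. The counts rest on few arrays. Of 51 calls of named genes, 0 reversed and all 51 were kept with the mean of a gene's features and with a trended, robust prior, but 0 to 2 were kept without 1 young WT array, 5 without either aged WT array, 39 and 49 without aged MISR replicate 1 and 2, 0 with the replicate block and 16 without the signal filter. Leaving out any 1 array takes away 1 residual degree of freedom, so this alone does not account for the differences between arrays. Where 1 of the 2 arrays of a group is left out, that group no longer enters the residual spread. For aged WT against young WT muscle, the count was therefore the same without aged MISR replicate 1, without replicate 2 and in a fit of these groups alone. The same held for aged MISR against young WT muscle with the aged WT arrays. The gene-wise difference between 2 arrays had a standard deviation of 0.128 to 0.151 in young WT, 0.209 in aged WT and 0.279 in aged MISR muscle. What else adds to the differences was not tested. Genes near background cannot be judged, such as Il6 and Ptgs2.

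For aged WT against young WT muscle (24 genes), 0 passed without the filter, 57 with a stricter filter (23 of the 24 among them), 88 with a trended, robust prior, 118 with array weights, 156 at an adjusted p under 0.1, 162 in a fit of these groups alone, and 0 to 162 without 1 array. With the replicate number as a block 0 passed, and whether the numbers pair the arrays is not known. Arrays of different groups with the same number were not positively correlated beyond their group means (r from −0.22 to −0.008). With 2 arrays in a group the deviations from the group mean mirror each other, so this cannot decide it. The 2-group test of the paper's statistics section gave 1945 genes unadjusted and 1 adjusted. For aged MISR against aged WT muscle (7 genes), 4 passed without the filter (3 shared), 2 with array weights, 59 at an adjusted p under 0.1, 0 in a fit of these groups alone, 0 with the block, 0 to 113 without 1 array, 690 by the 2-group test unadjusted and 3 adjusted. For aged MISR against young WT muscle (79 genes), 34 passed when quantile-normalized again, 42 with centred arrays, 21 without the filter, 26 with array weights, 280 at an adjusted p under 0.1, 13 in a fit of these groups alone, 0 with the block, 0 to 466 without 1 array, 1711 by the 2-group test unadjusted and 6 adjusted. Without both arrays that stand apart, 0 passed in each of the 3.

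For aged WT against the mean of the other groups (0 genes), 0 to 159 passed without 1 array, 11 at an adjusted p under 0.1 and 1051 by the 2-group test unadjusted, and 0 under the other alternatives run, the count against each of the 2 groups included. The 42 candidates became 13 to 153 without 1 array, 73 with the block, 96 without both arrays that stand apart (19 shared), 177 at 1.3-fold and 2 at 2-fold. The correlation across genes of the 2 aged WT shifts, 0.444, was 0.22 to 0.615 without 1 array. In the gene groups, 0 calls held with an estimated correlation in any of the 4 comparisons, 7 to 14 lists were called in aged MISR against young WT muscle and 8 to 17 in aged WT against the mean of the others when 1 array was left out, where 9 and 14 were called with all arrays. Of 43 calls of lists, 32 to 43 were kept without 1 array and none reversed.

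Of the 18 alternatives for Pla2g5, 10 move its difference in aged WT against young WT muscle, and in these it kept its direction (0.31 to 1.17, adjusted p 0.0647 to 0.484). In aged MISR against aged WT muscle it was 0.021 without both arrays that stand apart (range −1.03 to 0.021, adjusted p 0.126 to 0.955), and in aged MISR against young WT muscle −0.031 without aged MISR replicate 2 (range −0.031 to 0.33, adjusted p 0.144 to 0.970). Named genes that did not pass also turned. In aged WT against young WT muscle, Actb was −0.12 to 0.080 without 1 array, positive without young WT replicate 2 or 3 or aged WT replicate 3, and 0.043 with array weights. Ikbkb was −0.038 when quantile-normalized again, −0.023 with centred arrays and −0.020 to 0.038 without 1 array, lowest without young WT replicate 3. Tnf was −6.67e-05 to 0.093, lowest without aged WT replicate 2, and Pla2g2e −0.21 to 0.014, highest without aged WT replicate 3. In aged MISR against aged WT muscle, Tnc was −0.26 to 1.85, lowest without both arrays that stand apart and −0.11 without aged MISR replicate 1, and Col1a1 −0.093 to 2.21, lowest without both.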

Differences from the paper's values

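The alternatives named here were set before the data were examined, except where the text says otherwise. The paper's values for Pla2g5 come from quantitative RT-PCR of 6 mice per group, normalized to β-actin, and those here from 2 or 3 arrays per group, so the samples and the assays differ. For aged MISR over aged WT muscle the ratio was 0.664 on the arrays and the paper's value is about 0.2 in Fig. 3A, read by eye. For aged MISR over young WT muscle it was 1.11 on the arrays and the paper's value is about 0.44 in Fig. 3A, read by eye. Of the 18 alternatives run, 7 move the first ratio and 9 the second, and both differed from the paper's under each of these, with ranges of 0.491 to 0.896 and 0.979 to 1.25. The others leave the ratio of group means as it is and say nothing about it. For aged WT over young WT muscle, the ratio of 1.67 was within 1.5 times the paper's in 8 of the 9 alternatives that move it and was 1.24 without aged WT replicate 2.

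The paper states that a group of genes was alike in young WT and aged MISR muscle and different in aged WT muscle. With limma, 0 genes differed in aged WT muscle from each of the 2 groups at an adjusted p under 0.05, and 486 did at an unadjusted p under 0.05 in each comparison, a count added after the data were seen. In the contrast of aged WT with the mean of the 2 groups, which does not require a difference from each, these counts were 0 and 1718. The paper's text names no test for this on the arrays. It also reports quantitative RT-PCR of some candidates and predicted NF-κB binding sites, which were not analysed here. By fold change of 1.5 alone there were 42 genes, Pla2g5 among them, while 81 were set apart in young WT and 86 in aged MISR muscle. The paper's own list of candidates was not in the sources used here, so the 42 genes were not compared with it. In the contrast there were 11 genes at an adjusted p under 0.1, and 159 without aged MISR replicate 1, where the single aged MISR array is assumed to vary like the other groups.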

Other observations

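The tests of explanations in this part and the other splits of the arrays were chosen after the results had been seen, as were the genes Nnt, Myd88, Hes1 and Lox and the added marker lists.

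Other gene groups also moved in aged WT against young WT muscle. By camera, oxidative phosphorylation genes were lower (29 of 34, median −0.10, adjusted p = 0.00113, 0.728 with an estimated correlation), as were immediate-early and heat shock genes (16 of 24, median −0.13, adjusted p = 0.0014) and satellite cell and myogenic genes (20 of 29, median −0.13, adjusted p = 0.0397), both with an adjusted p of 0.427 with an estimated correlation. The oxidative call was lost without aged WT replicate 2 (median −0.035), and the satellite cell call without young WT replicate 2 or aged WT replicate 3. Without aged WT replicate 3 the median of immediate-early and heat shock genes was −0.21. No other list passed: the adjusted p was 0.0816 for endothelial, eicosanoid and tendon genes, 0.0975 for senescence and p53 targets, 0.166 for macrophage markers, 0.207 for MHC class II genes, B and plasma cell markers and Schwann cell markers, 0.281 for circadian genes (median −0.14), 0.485 for neutrophil markers, 0.512 for interferon response and denervation genes, and 0.950 to 0.984 for complement, adipocyte and fast fiber genes. The denervation list held 7 genes higher and 4 lower when adjusted over the list alone, Chrnb1 at 0.71 among them. The direction of the test differed in sign from the mean in complement genes and from the median and mean in fast fiber genes.

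In aged MISR against aged WT muscle, complement genes were higher in 11 of 11 (median 0.41, adjusted p = 7.0e-06, 0.241 with an estimated correlation), with C1qb at 0.98, and B and plasma cell markers in 7 of 8 (median 0.70, adjusted p = 4.4e-05, 0.358). Oxidative phosphorylation (30 of 34, median 0.12, adjusted p = 0.000604, 0.552), endothelial (12 of 13, median 0.22, adjusted p = 0.00585, 0.552) and eicosanoid genes (16 of 20, median 0.16, adjusted p = 0.0099, 0.179) were higher, and fast fiber (13 of 17, median −0.07, adjusted p = 0.0207, 0.552) and atrophy genes (17 of 25, median −0.09, adjusted p = 0.0383, 0.423) lower; the second p is that with an estimated correlation. Of these 7 calls, those of complement and of B and plasma cell genes were kept without any 1 array, but the median of B and plasma cell markers was 0.31 without aged MISR replicate 1, and relative to each gene's mean over the 7 arrays it was 0.69 in that array and 0.04 in aged MISR replicate 2. That of complement genes was 0.25 without aged MISR replicate 2 and 0.70 without aged WT replicate 2. The eicosanoid call was lost without aged WT replicate 3 (median 0.19). Without aged MISR replicate 2 the other 4 calls were lost, with medians of 0.045 for endothelial, 0.076 for oxidative phosphorylation, −0.009 for fast fiber and −0.048 for atrophy genes. Slow fiber genes did not pass (adjusted p = 0.696), with a median of −0.12 and a mean of 0.05. Against young WT muscle, aged MISR muscle had higher macrophage (17 of 18, median 0.57, adjusted p = 1.5e-06), MHC class II (5 of 6, median 0.92, adjusted p = 1.5e-05), complement (10 of 11, median 0.53), interferon (15 of 16, median 0.32), B and plasma cell (8 of 8, median 0.40) and immediate-early genes (16 of 24, median 0.16), and lower slow fiber (10 of 13, median −0.70, adjusted p = 0.0001), fast fiber (14 of 17, median −0.04) and tendon genes (6 of 7, median −0.34), with an adjusted p of 0.594 to 0.628 with an estimated correlation. Without 1 array, the calls of macrophage, MHC class II, complement, interferon and slow fiber genes were kept and each of the other 4 was lost at least once, those of B and plasma cell markers (median 0.078) and tendon genes (−0.030) without aged MISR replicate 1. Without this array the medians of slow fiber and interferon genes were −0.26 and 0.19, and without aged MISR replicate 2 that of slow fiber genes was −1.14. The matrix genes did not pass in this comparison (median 0.03, adjusted p = 0.702). Lox, which cross-links collagen, was 0.88 higher (adjusted p = 0.0337 from limma), Myd88, an adaptor of innate immune receptors and a member of the list of NF-κB pathway components, 0.41 (adjusted p = 0.0446) and Hes1, a Notch target, 0.67 (adjusted p = 0.0241).

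In aged MISR replicate 1, 5 of 8 bone cell, 9 of 10 mature B cell, 5 of 7 plasma cell and 6 of 7 red cell precursor markers were above every other array. Nnt, an enzyme of the mitochondrial inner membrane, was 9.82, 9.81 and 9.65 in young WT, 8.86 and 8.51 in aged WT and 8.62 and 9.06 in aged MISR muscle. C57BL/6J mice carry a deletion in Nnt that other C57BL/6 substrains lack. The labels give C57BL/6 with no substrain and the paper names 2 suppliers without saying which supplied which mice, so a difference in substrain between young and aged mice is not excluded. It would enter each comparison with young WT muscle, and it was not tested.

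Pla2g5 was higher in aged WT muscle mainly in replicate 2, and a different make-up of that sample was tested as a hypothesis. Between the 2 aged WT arrays, macrophage markers (median 0.537 higher in replicate 2) and slow fiber genes (0.275 higher) went the same way as Pla2g5, as did neutrophil markers (0.812 higher) and complement genes (0.429 higher), while tendon markers were lower (−0.796). Across the groups they did not: both aged MISR arrays had macrophage markers a median of 0.342 and 0.492 above aged WT replicate 2 with Pla2g5 at least 0.85 lower (−0.85), and the 3 young WT arrays had slow fiber genes 0.424 to 0.526 higher with Pla2g5 at least 1.11 lower (−1.11). Values from other groups do not decide a difference within aged WT muscle, and 2 arrays are too few, so macrophage RNA and a larger share of slow fibers cannot be told apart from other sources. A difference between the 2 mice, in the muscle taken or in another cell type may also underlie it and was not tested.

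Some clock genes stood apart between both aged groups and young WT muscle. The median of Arntl, Clock, Npas2 and Nfil3 was 0.53 higher in aged WT and 0.78 higher in aged MISR than in young WT muscle, and that of Dbp, Per3, Ciart, Hlf, Tef, Nr1d1, Nr1d2 and Usp2 was −0.31 in both. The smaller of the 2 gaps between these sets of opposite phase was 0.841. These 12 genes were picked from the 18 of the clock list after their values were seen, so the gap is no evidence for a shift of phase. The other 6 had medians of −0.024 in aged WT and −0.059 in aged MISR muscle. The whole list did not pass in aged WT against young WT muscle. Camera tests a list for a shift in 1 direction, in which genes of opposite phase can cancel, so this is no evidence against a shift of phase either. Harvest times are not given in the sources used here, and a different time of day at harvest and an effect of age on the clock cannot be told apart.

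Whether chance can be excluded for the aged WT arrays was tested with the 21 choices of 2 arrays against the other 5, by the genes at an unadjusted p under 0.05 from limma, since the count at an adjusted p was 0 and every choice reaches that. The aged WT arrays gave 1275, and 5 of the 21 choices, this one included, gave as many. The highest other choice, the 2 aged MISR arrays, gave 1702, and was the only one with genes at an adjusted p under 0.05 (13). The other 3 were aged MISR replicate 1 with either aged WT array and young WT replicates 1 and 3. None of these 4 joins a young and an aged array, so each can carry differences between groups. The 12 choices that join a young and an aged array gave 151 to 647. Counts also differed with the array where the make-up was the same. Aged MISR replicate 2 with aged WT replicate 2 or 3 gave 595 and 469, and young WT replicate 2 with replicate 1 or 3 gave 736 and 454. The choices therefore do not settle whether chance can be excluded. Simulated data with no group difference gave fewer genes than observed, with 141 to 209 against 486 at an unadjusted p under 0.05 in both comparisons and at most 16 against 42 at 1.5-fold. The simulated genes vary independently of one another and with the same spread in every group, unlike those on the arrays, so this does not exclude chance. The shifts of aged WT from young WT and from aged MISR muscle had a correlation of 0.444 across genes, below the mean of 0.547 (0.515 to 0.582) that simulated data give because both shifts use the aged WT arrays, while their covariance was 0.0185 against 0.0075. Genes are not independent replicates.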
